# Drosophila immune priming to *Enterococcus faecalis* relies on immune tolerance rather than resistance

**DOI:** 10.1371/journal.ppat.1011567

**Published:** 2023-08-11

**Authors:** Kevin Cabrera, Duncan S. Hoard, Olivia Gibson, Daniel I. Martinez, Zeba Wunderlich

## Abstract

Innate immune priming increases an organism’s survival of a second infection after an initial, non-lethal infection. We used *Drosophila melanogaster* and an insect-derived strain of *Enterococcus faecalis* to study transcriptional control of priming. In contrast to other pathogens, the enhanced survival in primed animals does not correlate with decreased *E*. *faecalis* load. Further analysis shows that primed organisms tolerate, rather than resist infection. Using RNA-seq of immune tissues, we found many genes were upregulated in only primed flies, suggesting a distinct transcriptional program in response to initial and secondary infections. In contrast, few genes continuously express throughout the experiment or more efficiently re-activate upon reinfection. Priming experiments in immune deficient mutants revealed Imd is largely dispensable for responding to a single infection but needed to fully prime. Together, this indicates the fly’s innate immune response is plastic—differing in immune strategy, transcriptional program, and pathway use depending on infection history.

## Author summary

Most animals, like the fruit fly *Drosophila melanogaster*, lack an adaptive immune system and react to infection using only an innate immune response. In this paper, we study how previous infection with the bacterium *Enterococcus faecalis* changes the immune response to a second infection with the same bacterium, through a phenomenon called immune priming. We find that primed flies tend to survive more, tolerate a higher bacterial load, and undergo priming-specific gene expression reprogramming compared to non-primed flies. We also find that eliminating a key component of the Imd pathway, which is not canonically related to response to *E*. *faecalis* lowered priming ability in flies. These experiments highlight the true complexity of fly immune response and provide a basis for further exploring the interrelatedness of multiple known innate immune pathways in regulating a complex phenomenon like immune priming.

## Introduction

The fruit fly *Drosophila melanogaster* inhabits environments rich in bacteria, fungi, and viruses. The fly has to mitigate these pathogens to survive. To this end, it has evolved a tightly controlled innate immune response. It has long been appreciated that the fly immune pathways can distinguish between Gram-positive bacteria and fungi versus Gram-negative bacteria [1]. Recent findings have elaborated on these models by showing specificity within Gram-classifications, cross-talk between the two individual pathways, and a coordination between tissues [2–4].

Among these refined characteristics is the potential for immune memory in the innate immune system. While flies lack the canonical antibody-mediated immune memory of the adaptive immune response, an initial non-lethal infection can sometimes promote survival of a subsequent infection. This phenomenon, termed immune priming, has been observed in evolutionarily distant organisms such as plants [5], multiple arthropod species [6], and mammals [7,8]. The fact that this mechanism is present in animals that have an adaptive response hints at its importance in organismal fitness.

Despite immune priming’s effect on survival, the underlying mechanism controlling it in flies is not completely understood. Three hypotheses have been proposed to explain the physiological effects of priming [9,10]. The first is that there is a qualitatively different response, e.g. a difference in the identity of the effectors produced or cellular processes, between primed versus non-primed insects, leading to a more effective response. A second hypothesis is that insects will initiate an immune response during priming, but will re-initiate the same immune function in a potentiated manner upon reinfection. This is most similar to the phenomenon of what has been observed in mammalian trained immunity [8]. Lastly, immune effectors created during the initial immune response may be persistently expressed, eliminating the lag time in initiating effector production. Since flies can harbor low-level chronic infections instead of completely clearing them [11,12], these chronic infections may contribute to immune priming by providing a consistent mild stimulus. Priming may be driven by a combination of these three mechanisms. Delineating the relative contributions of each may not only reveal the drivers of infection survival, but may also suggest epigenetic mechanisms of gene regulation and tradeoffs between the immune response and other biological processes.

*Drosophila* is a good model for dissecting the mechanisms driving immune priming due to its genetic tractability, extensively characterized innate immune pathways, and its homology to mammalian innate immune pathways. There has been extensive characterization of the fly’s transcriptional response to a variety of bacteria [13–15] and the progression of bacterial load during infection with different bacteria or in different host genotypes [11]. Studies of priming have revealed the key role of phagocytosis. Blocking phagocytosis in adults decreases priming with the Gram-positive bacterium *Streptococcus pneumoniae* [16]. Blocking developmental phagocytosis of apoptotic debris also makes larvae more susceptible to bacterial infection [17]. In addition, the production of reactive oxygen species as a result of wounding contributes to immune priming with the Gram-positive bacterium *Enterococcus faecalis* [18]. These findings lay the foundation for testing the mechanistic hypotheses that underlie immune priming.

In this study, we present a multifaceted approach to understand immune priming in the fly using an *E*. *faecalis* reinfection model. *E*. *faecalis*, a Gram-positive, naturally occurring pathogen of the fly, has been previously used to induce an immune response with dose-dependent lethality. We characterize not only the physiological response to priming by way of survival and bacterial load to immune priming, but also the transcriptional response that underlies the physiology. By assaying transcription separately in both the hemocytes and fat body, we explore the organ-specific program that mounts a more effective primed immune response.

## Results

### *E*. *faecalis* priming increases survival after re-infection

To determine whether we could elicit a priming response in flies, we needed to find appropriate priming and lethal doses. For these experiments, 4-day old male Oregon-R (OreR) flies were infected with a strain of the Gram-positive bacteria *Enterococcus faecalis* originally isolated from wild-caught *D*. *melanogaster* (Fig 1A) [19]. Survival was scored as the hazard ratio (HR) of the bacterial-infected flies against a PBS-injected control; a HR > 1 indicates worse survival of the experimental sample compared to the control. The HR also gives a quantitative summary of the survival curve–the higher the HR, the more quickly the animals died. Initial infection with *E*. *faecalis* showed dose-dependent survival (Fig 1B; *Efae* Low Dose vs. PBS HR = 1.4 [95% CI 0.96–2.1], *Efae* High Dose vs PBS HR = 5.7 [3.9–8.3]). Flies infected with a dose of ~30,000 CFU/fly (*Efae* High Dose) gradually died off, with more than fifty percent of flies dying by day 2, making it a practical choice for representing a lethal dose. Flies injected with a lower dose of ~3,000 CFU/fly (*Efae* Low Dose) had survival comparable to those injected with PBS, with a HR not significantly different from 1 (p = 0.081), indicating that death was largely due to the injection process itself, rather than from bacterial challenge.

**Fig 1:**
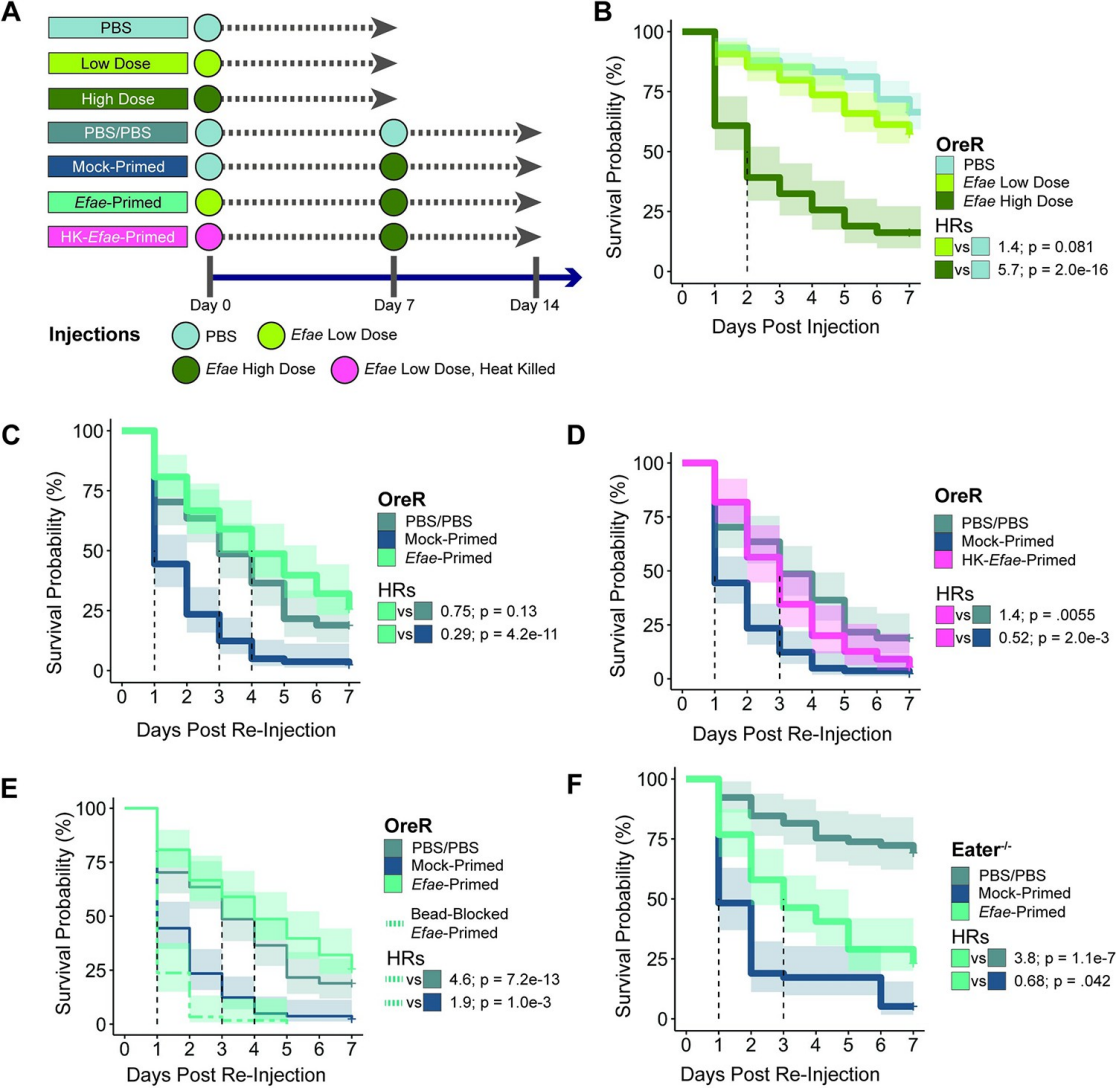
*E*. *faecalis* can induce immune priming in *D*. *melanogaster*. A). Schematic of single and double-injection experiments. B). Survival of OreR flies injected with PBS (n = 149), Efae Low Dose (~3,000 CFU/fly, n = 129), and *Efae* High Dose (~30,000 CFU/fly, n = 74). Dotted line indicates median survival time. Shaded area indicates 95% confidence interval. Pairwise hazard ratios (HR) are calculated using a Cox proportional hazard model, and Wald statistic p-values testing if the HR significantly differs from 1 are reported. P-values are Benjamini-Hochberg corrected for multiple testing. Full survival statistics can be found in S1 Table. C). Survival of primed OreR flies versus double-injected, non-primed controls. D). Survival of OreR flies primed with heat-killed *E*. *faecalis* (HK-*Efae*-Primed: n = 55) versus flies primed with live *E*. *faecalis*; data for *Efae*-Primed & Mock-Primed same as C. E). There is a complete loss of priming ability when phagocytes are bead-blocked in the initial low-dose *E*. *faecalis* infection. All data except for Bead-Blocked-*Efae*-Primed are the same as C, replotted for comparison. F). Survival of primed, phagocytosis-deficient *eater*-mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 65, Mock-Primed: n = 58, *Efae*-Primed: n = 69).

To model re-infection, flies were initially injected either with a low bacterial dose (i.e. *Efae*-primed flies) or a negative control of PBS (i.e. Mock-primed flies) (Fig 1A). After resting for seven days, flies were re-injected with a high dose of *E*. *faecalis* and assayed. Seven days was chosen as the priming interval because we found that flies had gained enhanced re-infection survival from priming (S1A Fig), reached a stable chronic bacterial load (Fig 2A), and survived in high enough numbers to practically collect for re-infection. We define priming as an increase in survival in *Efae*-primed flies compared to Mock-primed flies. Quantitatively, we assessed priming by comparing *Efae-*primed to Mock-primed survival using the HR; priming is indicated by a HR that is significantly less than 1 (*Efae*-Primed vs. Mock-Primed HR = 0.29, p = 4.2e-11, Fig 1C). Though there was a decrease in survival from double sterile wounding compared to a single sterile wound with PBS (S1B Fig), *Efae*-primed flies had survival comparable to this double-PBS injected baseline. We can again use the HR to define this “full” priming–when the *Efae*-primed flies survive as well as the double-PBS control, this results in a HR that is not different from 1 (*Efae*-Primed vs. PBS/PBS HR = 0.75, p = 0.13). In fact, *Efae*-primed flies not only survived as well as the PBS/PBS control, but also showed improved survival when compared to single, High Dose-infected flies (S1C Fig).

**Fig 2:**
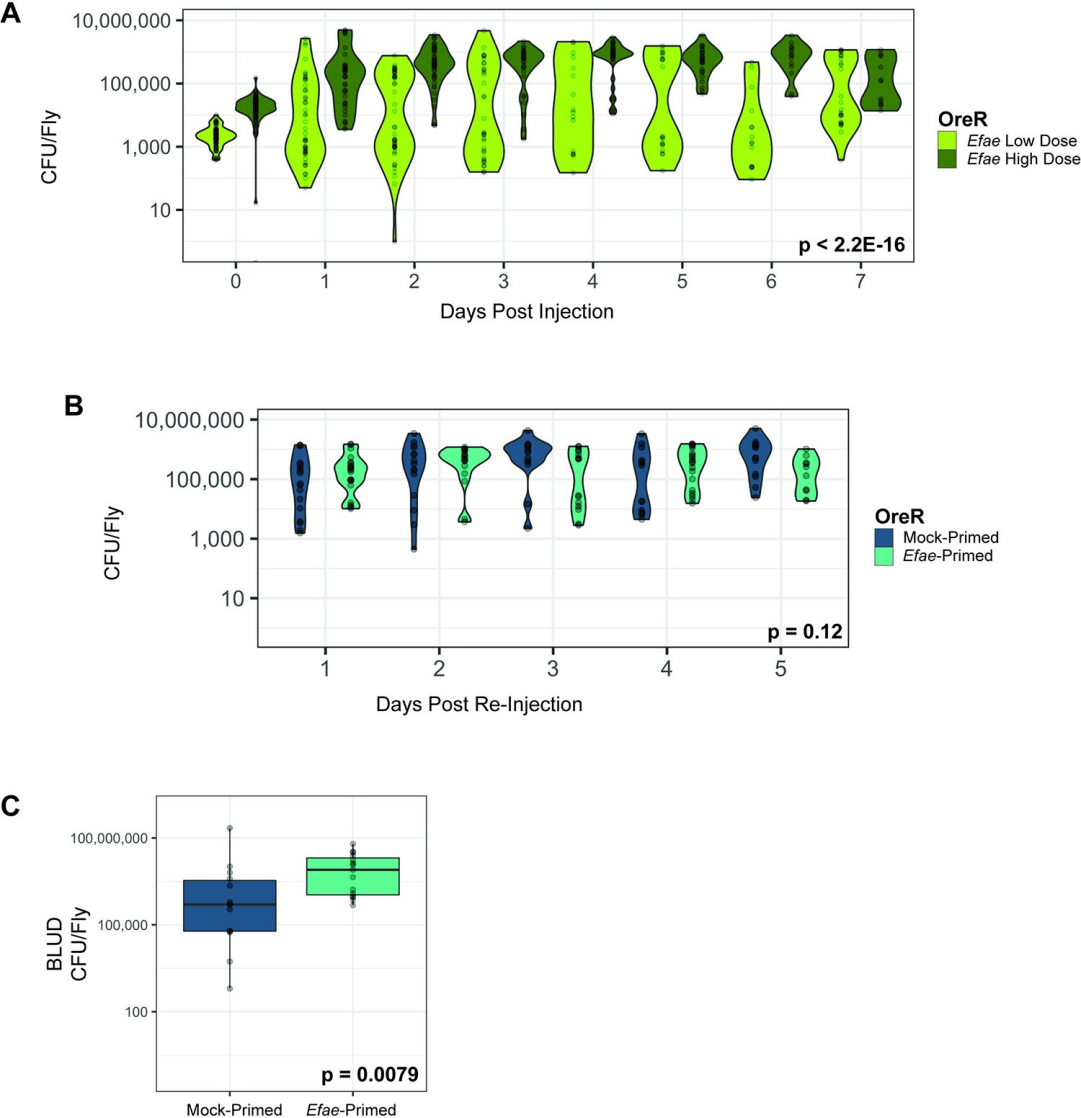
Bacterial clearance is not correlated with primed survival against *E*. *faecalis* re-infection. A). Bacterial load of single-injected flies. Flies were abdominally injected with either *E*. *faecalis* Low Dose (~3,000 CFU/fly) or *E*. *faecalis* High Dose (~30,000 CFU/fly), and a subset was dilution plated every 24 hours. There is a significant difference in bacterial load over time between initially low-dose and high-dose infected flies (Kruskal-Wallis rank sum test: df = 7, X^2^ = 106.38, p < 2.2E-16). B). Bacterial load of double-injected flies. Mock-Primed and *Efae*-Primed flies do not differ in their bacterial load over time (Kruskal-Wallis rank sum test: df = 4, X^2^ = 7.2423, p = 0.12). Data displays up to day 5 because of the strong survivor bias inherent to selecting flies that are still alive after that point (reference survival at day 5 and after in Fig 1C). C). Bacterial load upon death (BLUD) of double-injected flies (Wilcoxon rank sum test: W = 45, p = 0.0079).

To see what bacterial signals are required for priming, we attempted to prime flies with heat-killed *E*. *faecalis*, which retains its signaling-responsive components but lacks any additional virulence factors [20,21]. This experiment resulted in a more moderate increase in survival rate compared to live bacteria priming (Fig 1D, HK-*Efae*-Primed vs. Mock-Primed HR = 0.52, p = 2.0e-3). As can be seen by comparing the HK-*Efae-*Primed survival curve to the PBS/PBS survival curve (HR = 1.4, p = 0.055), these animals do not achieve “full” priming as is the case with live bacteria. This implies some level of priming is conferred simply through bacterial sensing, but that the effect is not as robust as when the fly is exposed to the live microbe. This may either be because the live microbe produces other virulence factors or damage that is needed for priming or because the heat-killed microbe’s products are cleared too quickly to create an equally strong priming response.

To compare *E*. *faecalis* priming to the priming described for *Streptococcus pneumoniae*, which was dependent on phagocytosis [16], we disrupted phagocytosis in two ways. We first blocked phagocytosis with beads during the initial *E*. *faecalis* infection in OreR flies as was done previously [16]. This caused a complete loss of priming ability (Fig 1E). An orthogonal method of assessing the role of phagocytosis in priming was done using an *eater* mutant [22]. The hemocytes in these flies are unable to carry out bacterial phagocytosis and have cell adhesion defects in the larva but can still mount a full Toll and Imd immune response [23]. By comparing the *Efae*-primed to Mock-primed flies, we can observe a modest amount of immune priming (HR = 0.68, p = 0.42) (Fig 1F). However, the *Efae-*primed flies died more quickly than the PBS/PBS controls. The HR comparing *eater Efae-*primed flies to the PBS/PBS control is greater than 1 (HR = 3.8, p = 1.1e-7, S1 Table), indicating that the mutants are unable to achieve full priming. Despite a difference in genetic background compared to the OreR bead blocking experiment, loss of phagocytosis still caused a loss in priming ability. Together, this indicates that phagocytosis is needed to fully prime.

### Priming increases tolerance of *E*. *faecalis*

To measure the infection dynamics underlying both the un-primed and primed response to *E*. *faecalis*, we tracked bacterial load throughout the course of the infection. Infected flies were collected at 24 hour intervals after injection, homogenized, and plated in a serial dilution. As a baseline, we followed bacterial load in flies solely injected with either a high (~30,000 CFU/fly) or low dose (~3,000 CFU/fly) of *E*. *faecalis* (Fig 2A). By day 2 after injection, the bacterial loads in flies infected with a high dose were generally above 100,000 CFU/fly. This indicates that without priming, the bacterial load in flies infected with a lethal dose increases to a high plateau. In contrast, by day 1 the distribution of bacterial loads in flies initially infected with a low dose was bimodal, consistent with what has been previously reported [11]. This suggests a subset of flies were more effectively resisting the infection and attempting to clear it, while another subset tolerated a relatively high bacterial load. The data from the low dose flies indicate two things. First, even a low dose of *E*. *faecalis* is not completely eliminated from the animals. Second, upon reinfection, there are likely two distinct populations of flies, harboring either a relatively high or low bacterial burden, which could alter their capability to survive a subsequent infection.

We then tested the relationship between bacterial burden and the enhanced survival seen in primed flies. Flies that are primed could increase their survival by either more efficiently clearing the infection or more effectively tolerating a chronic bacterial burden. When looking at bacterial load in double-injected flies, there was no significant difference between Mock-primed and *Efae*-primed cohorts across the time course (Kruskal-Wallis rank sum test: p = 0.12) (Fig 2B). Despite their significant differences in survival (Fig 1C), this does not correlate with a difference in the bacterial load between the two conditions, indicating that the improved survival of *Efae-*primed flies relative to the Mock-primed flies is likely due to tolerance, not resistance. To further confirm that bacterial tolerance is driving the survival of *Efae*-primed flies, we also measured the bacterial load upon death (BLUD) [11] for double-injected flies. The higher an animal’s BLUD, the higher its tolerance for a particular microbe. We found that *Efae*-primed flies harbored a significantly higher bacterial burden at the time of death (Fig 2C). This experiment further supports the idea that primed flies are able to tolerate a higher bacterial load than Mock-primed flies before they succumb to an infection.

### Fat bodies show priming-specific transcription

To correlate increased survival in primed flies with transcriptional response, we measured gene expression in the fat body using RNA-seq. The fly fat body is a liver-like tissue responsible for driving an extensive transcriptional program in response to bacterial infections [24,25]. As in previous experiments, flies were injected either singly or twice, with samples collected 24 hours after each injection (Fig 3A; S2 Table). To identify genes differentially expressed in response to each injection, we performed differential gene expression analysis against a non-injected, age-matched control. In this way, we generated four lists of up-regulated genes to compare–those upregulated in the animals with a single low dose infection, a single high dose infection, a mock-priming protocol, or a *Efae-*priming protocol. 

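Fat body RNA was measured in 23 libraries from 7 groups, each library made from 3 dissected fat bodies. No Injection flies were collected on day 0 and on day 7, with 3 libraries each. *Efae* Low Dose flies received 3000 CFU and were collected after 1 day (3 libraries) or 7 days (5 libraries), and *Efae* High Dose flies received 30000 CFU and were collected after 1 day (3 libraries). Mock-primed flies received PBS and *Efae*-primed flies 3000 CFU, both followed by 30000 CFU, and were collected on day 8 (3 libraries each). S2 Table gives day 1 for *Efae*-Primed-d8 replicate 1, and the label of the deposit, day 8, was followed. The authors sequenced Smart-seq 2 libraries as 43 bp paired-end reads, aligned them to the dm6 genome with Bowtie 2 and counted fragments on the exons of 17490 genes of FlyBase r6.13 with featureCounts. The deposited values are counts without normalization. Strand was ignored and fragments assigned to more than 1 gene were left out, so overlapping genes lost counts that the values do not show. Total counts per library ran from 2918388 to 19795670 with a median of 14260320. The group medians were 5010264 in No Injection-d0, 10064270 in No Injection-d7, 12790150 in *Efae* Low Dose-d1, 13135840 in *Efae* Low Dose-d7, 14259570 in *Efae* High Dose-d1, 17858640 in Mock-Primed-d8 and 16215920 in *Efae*-Primed-d8. From these counts, the 12548 genes with at least 1 CPM in at least 3 libraries were normalized with TMM factors and compared in one edgeR model of the 7 groups with the quasi-likelihood test and Benjamini-Hochberg adjustment. The 1-day groups were compared with No Injection-d0, and the 7-day and 8-day groups with No Injection-d7. A gene was counted as up-regulated at log2FC above 1 and FDR below 0.05. The common dispersion was 0.478, a biological coefficient of variation of 0.691. Of 200 genes changed by 4 or 8 times in simulated counts of the same depth and dispersion, this procedure called between 17% and 24.5%, depending on the comparison. Dissection batches and sequencing runs overlapped with the groups: 2 of the 3 libraries of each No Injection group came from run 1, and all Mock-Primed-d8 libraries came from batch R in run 3. Of the *Efae*-Primed-d8 libraries, 1 was sequenced in run 2 and 2 in run 3. *Efae* Low Dose-d1 replicate 3 and *Efae* Low Dose-d7 replicate 2 held nearly identical counts, with a chi-square of 1.64 per degree of freedom over 11468 genes. The next most similar of the 253 pairs of fat body libraries gave 55.4. Which of these 2 labels is right was not inferred, and both libraries were kept.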

Genes that were differentially up-regulated only, for example, in *Efae*-primed flies were identified as “priming-specific”. 

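The paper's supplement lists, for each group, genes of the published core immune list, together 75 genes in the fat body table and 65 in the hemocyte table. As the tables are arranged by group, the genes appear to have been chosen from these same libraries, so their direction here is no separate test. Of the fat body genes listed for a group, 29 of 37 were up-regulated here in *Efae* High Dose-d1, 39 of 49 in *Efae* Low Dose-d1, 48 of 51 in *Efae* Low Dose-d7, 44 of 44 in Mock-Primed-d8 and 45 of 48 in *Efae*-Primed-d8. For hemocytes these were 30 of 44, 14 of 24, 3 of 4, 12 of 21 and 15 of 48 in the same order of groups. The 48 genes listed for *Efae*-Primed-d8 are the same in both tables, so it is unclear whether they describe hemocytes.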

As a comparison to prior work, we analyzed the expression profiles of a previously published list of “core” immune genes in our samples and found a subset was induced upon infection in our samples (S2A Fig) [13].

**Fig 3:**
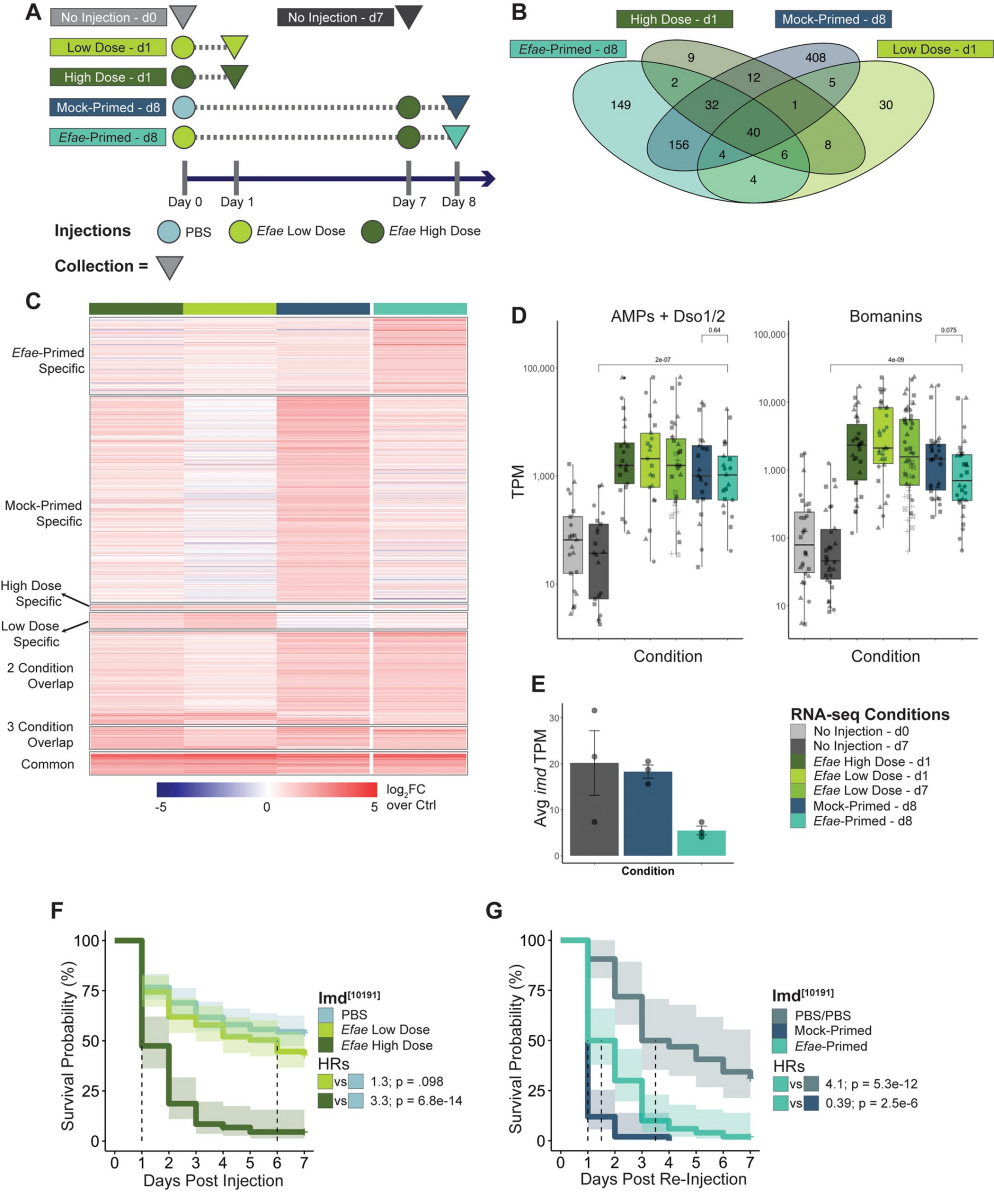
Fat bodies have a high degree of priming-specific transcriptional up-regulation. A). Sample collection for RNA-seq experiments. Conditions are the same as Fig 1A, with the addition of age-matched, non-injected controls at Day 0 and Day 7. Circles represent injections and triangles represent time of collection. B). Venn-diagram of significantly up-regulated genes (log fold change (log_2_FC) >1 & false discovery rate (FDR) <0.05) for conditions in A compared to age-matched controls. C). Heat map of significantly up-regulated genes as corresponding to B (scale: log_2_FC over age-matched controls) D). Expression in log_10_(TPM+1) of ubiquitously up-regulated AMPs [left] and *Bomanins* [right]. Biological replicates are designated by the shape of individual points. While there is a significant difference in AMP and *Bom* expression in *Efae*-Primed fat bodies compared to their age-matched, non-injected controls (Wilcoxon test; AMPs: p = 2.0E-07, *Boms*: p = 4.0E-09), there is not a significant difference in ubiquitous AMP and *Bom* expression between Mock-Primed and *Efae*-Primed fat bodies (Wilcoxon test; AMPs: p = 0.64, *Boms*: p = 0.075). P-values were corrected for multiple testing using the Bonferroni correction. E). Average TPMs for the gene *imd* in double-injected fat body samples. F). Survival of *imd*-mutant flies injected with PBS (n = 167), *Efae* Low Dose (n = 121), and *Efae* High Dose (n = 86). Dotted line indicates median survival time. Shaded area indicates 95% confidence interval. Pairwise comparisons are calculated using a Cox proportional hazard model with hazard ratios (HR), and Wald statistic values reported for experimental conditions versus their PBS negative control. G). Survival of primed *imd*-mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 61, Mock-Primed: n = 60, *Efae*-Primed: n = 71).

The comparison of fat body transcription across conditions showed a high amount of *Efae* primed-specific and Mock-primed specific upregulation (149 genes & 408 genes, respectively, using an FDR cutoff of 0.05) (Fig 3B and 3C, full list for all conditions and overlap in S3 Table). 

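In the fat body counts, 384 genes were up-regulated in *Efae*-Primed-d8 and 663 in Mock-Primed-d8 against No Injection-d7, while 632 and 1206 genes were lower. Against No Injection-d0, 61 genes were up-regulated in *Efae* High Dose-d1 and 74 in *Efae* Low Dose-d1. Comparing these 4 lists gave 149 *Efae*-Primed-specific and 428 Mock-Primed-specific genes, and 175 genes shared by these 2 groups alone. The paper's list of 149 *Efae*-Primed-specific genes has 123 in common with the one obtained here, and its list of 408 Mock-Primed-specific genes has 374. A log2FC above 1 in the other primed group was found for 115 of the 149 and for 264 of the 428. Compared directly, 25 of the 149 *Efae*-Primed-specific genes were higher in *Efae*-Primed-d8 than in Mock-Primed-d8 past the threshold, and 97 of the 428 differed the other way. Among *Efae*-Primed-specific genes without overlap between the libraries, the largest log2FC belonged to *CG31267* (FBgn0051267, dm6 3R 17134197 to 17135283) with 8.65 (standard error 2.15, edgeR FDR = 0.0257), from 0.430 ± 0.312 to 209.7 ± 227 CPM (SD, n = 3). *CG17571* (FBgn0259998, 2L 20255988 to 20257192) had 7.59 (standard error 1.92, edgeR FDR = 0.0268; 3.97 without *Efae*-Primed-d8 replicate 2, edgeR FDR = 0.148) and *Acbp6* (FBgn0035743, 3L 7128903 to 7129673) 7.06 (standard error 1.45, edgeR FDR = 0.0140). The largest among Mock-Primed-specific genes were *CG15599* (FBgn0030667, X 15684947 to 15688857) with 6.30 (standard error 1.53, edgeR FDR = 0.0126), *lncRNA:CR45400* (FBgn0266949, 3L 127321 to 127666) with 5.82 (standard error 1.37) and *CG3348* (FBgn0040609, 3R 27291535 to 27292209) with 5.26 (standard error 1.10). With the sequencing run as a term there were 1 *Efae*-Primed-specific and 0 Mock-Primed-specific genes, with edgeR calling 11 and 7 genes up-regulated, and with the batch as a term 0 and 2, with edgeR calling 3 and 2. With 1 library left out at a time, the *Efae*-Primed-specific count ran from 0 without No Injection-d7 replicate 2 to 584 without No Injection-d7 replicate 3. The Mock-Primed-specific count ran from 60 without No Injection-d7 replicate 1 to 576 without No Injection-d7 replicate 2.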

Only a small fraction of these genes has been previously annotated with immune functions (19 *Efae*-Primed genes, ~13%; 15 Mock-Primed genes, ~4%) [13,26], although gene ontology (GO) analysis indicated immune response as one of the highest enriched terms (S2B Fig, top). Mock-primed specific GO term enrichment indicated response to stimuli, but also included genes involved specifically in response to mechanical stimuli and post-transcriptional gene regulation (S2B Fig bottom & S3 Table).

To delineate pathways whose component genes were upregulated in *Efae*-primed fat body versus Mock-primed fat body transcriptomes, we applied gene set enrichment analysis (GSEA) on the full transcriptome for both conditions. GSEA is an approach that looks for the coordinated up- or down-regulation of a set of genes involved in a common pathway or function. Since it uses all the transcriptome data, as opposed to differentially expressed genes identified by a fixed threshold, it can reveal differentially expressed pathways between samples that GO analysis may not detect [27]. Visualizing our GSEA results as a network of enriched terms identifies global enrichment trends in our dataset, rather than focusing on individual terms. *Efae*-primed samples were enriched for pathways involved in protein and lipid metabolism and metabolite transport, while Mock-primed fat bodies were enriched for pathways involved in the cell cycle (S3 Fig; full analysis in S4 Table). This suggests there is metabolic reprogramming associated with priming and altered regulation of cell division in Mock-primed fat bodies. 

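The enrichment of S3 Fig was followed with 8 gene families taken from the processes the paper names, compared between *Efae*-Primed-d8 and Mock-Primed-d8 fat bodies with limma's camera and with the FDR adjusted over these 8 families alone. The families were chosen from results the study obtained on these libraries. Of 86 cytoplasmic ribosomal proteins, 75 had a log2FC above 0, with a median of 0.45 (camera FDR = 0.0365). Of 52 DNA replication and cell cycle genes, 17 were higher in *Efae*-Primed-d8, and the median log2FC was -0.54 (camera FDR = 0.0365). Autophagy genes had a median of 0.44 with 15 of 20 higher (camera FDR = 0.0710), and proteasome subunits a median of -0.28 with 14 of 48 higher (camera FDR = 0.105). Peroxins, COPI and COPII coat proteins, NADH dehydrogenase subunits and mitochondrial ribosomal proteins had medians of 0.18, 0.36, 0.12 and -0.05, with camera FDR between 0.355 and 0.912. Under the rotation test fry, which estimates the correlation between genes from the libraries, the cell cycle call held (fry FDR = 0.0443) and the ribosomal protein call was lost (fry FDR = 0.712). With the batch as a term both calls held (camera FDR = 0.0395 for ribosomal proteins and 0.0284 for cell cycle genes), and autophagy genes passed as well, with a median of 1.17 (camera FDR = 0.00912). Without Mock-Primed-d8 replicate 3, no family passed. Testis and sperm genes took 4.86% of the counts of this library, the highest share of any fat body library. Their mean share was 2.63% in Mock-Primed-d8 and 0.444% in *Efae*-Primed-d8. No family was tested with the level of testis genes as a term, so RNA of testis is not excluded as a source of the cell cycle call.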

Despite the high degree of unique transcriptional activity in Mock-primed fat bodies, Mock-primed flies die more quickly than either *Efae*-primed or high dose-infected flies. This suggests that this transcriptional reaction is not necessarily advantageous for infection survival. Taken together, fat bodies showed a strong transcriptional response to infection, with a high degree of Mock-primed and *Efae*-primed-specific transcription.

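Compared directly with Mock-Primed-d8, *Efae*-Primed-d8 fat bodies had 515 genes higher and 801 genes lower past the threshold in edgeR, together 1316. At an unadjusted p below 0.05, 3544 genes differed. DESeq2 called 2058 genes. The smallest count with 1 library left out was 121, without Mock-Primed-d8 replicate 3, and the largest was 1832, without No Injection-d7 replicate 3. Leaving out Mock-Primed-d8 replicate 1 gave 324, *Efae*-Primed-d8 replicate 1 gave 321 and *Efae*-Primed-d8 replicate 2 gave 621. The batch as a term left 33 higher and 54 lower genes, and the sequencing run 480 and 833. Terms for the levels of gut and testis genes, chosen after seeing the data, left 0. Within the other groups, 73.8% of the lower genes followed a list of testis genes and 37.7% of the higher genes a list of gut genes. RNA of testis and gut is therefore a candidate explanation for a part of the 1316 genes. Among genes without overlap the largest increases were those of *CG34220* (FBgn0085249, dm6 2R 10041065 to 10043507), *CG18180* (FBgn0036024, 3L 9641013 to 9641913) and *CG18179* (FBgn0036023, 3L 9639271 to 9640140). *CG34220* had 1857041 counts over the 3 *Efae*-Primed-d8 libraries and 103 over the 3 Mock-Primed-d8 libraries (log2FC 14.80, edgeR FDR = 0.0456). One library carries this increase: the 3 *Efae*-Primed-d8 libraries lay between 5.81 and 216856.2 CPM, and without *Efae*-Primed-d8 replicate 1, the library for which S2 Table gives day 1, the log2FC was 1.43 (edgeR FDR = 0.806). *CG18180* had 32949 and 2 counts (edgeR FDR = 0.0138), and *CG18179* 5993 and 0 counts (edgeR FDR = 0.0254). The largest decreases were those of *CG14731* (FBgn0037964, 3R 11931262 to 11933640), *CG10748* (FBgn0036327, 3L 12971214 to 12972359) and *lncRNA:CR44377* (FBgn0265527, 2R 16969395 to 16971695), each with 0 counts in *Efae*-Primed-d8 against 322, 224 and 161 in Mock-Primed-d8 (edgeR FDR = 0.00704, 0.00374 and 0.00720). From the genes specific to each primed group, together with enrichment and survival, the paper concludes that fat bodies respond strongly to infection and that much of this is specific to one primed group.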

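In these counts 35 genes were up-regulated in all 4 of *Efae* High Dose-d1, *Efae* Low Dose-d1, Mock-Primed-d8 and *Efae*-Primed-d8, and 33 of them are in the paper's list. The threshold was passed by 844 genes in at least 1 of the 4 groups. *Nipped-A*, *Kr-h1* and *Mvl* were among the 35 besides the immune effectors. The count was 0 in edgeR with the batch as a term and in models of the 2 groups alone (2307 genes of *Efae* Low Dose-d1 had an unadjusted p below 0.05 without the term, and DESeq2 gave 64 shared genes). Without No Injection-d7 replicate 2 it was 6 and without No Injection-d7 replicate 3 it was 129. Leaving out both of the nearly identical *Efae* Low Dose libraries, an alternative chosen after seeing the data, gave 22.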

We also noted that all conditions shared a set of 40 commonly up-regulated genes, which we call “core genes.” Seventeen of these core genes are known or suspected AMPs, including several *Bomanins* (*Boms*), *Daisho 1 & 2*, and the AMPs *Metchnikowin*, *Drosomycin*, *Diptericin B*, and *Baramicin A* (S2B Fig) [4,28–30]. 

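Of the 17 effectors, 15 were among the 35 genes shared by the 4 groups here, comprising all 9 *Boms* and 6 of the 8 AMP or AMP-like genes. *Mtk* (FBgn0014865, dm6 2R 15408846 to 15409113) rose from 0.693 ± 0.909 CPM in No Injection-d7 to 164.6 ± 154 CPM in *Efae*-Primed-d8 (SD, n = 3), a log2FC of 7.51 (standard error 1.12, edgeR FDR = 0.00190), and had log2FC of 7.19 in *Efae* High Dose-d1, 6.98 in *Efae* Low Dose-d1 and 7.37 in Mock-Primed-d8. In *Efae*-Primed-d8 the log2FC was 8.05 for *Drs* (FBgn0283461, 3L 3369556 to 3369942, edgeR FDR = 0.00761), 7.12 for *Mtkl* (FBgn0262881, 2R 14638538 to 14638935), 6.37 for *DptB* (FBgn0034407, 2R 18867391 to 18867895), 3.94 for *Dso1* (FBgn0040653, 2R 20868496 to 20869321, edgeR FDR = 0.0223) and 5.02 for *Dso2* (FBgn0067905, 2R 20870392 to 20870678, edgeR FDR = 0.0108). *BaraA1* (FBgn0053470, 2R 13411739 to 13413085) and *BaraA2* (FBgn0283462, 2R 13407011 to 13408358) are paralogs between which fragments are assigned with uncertainty. They had log2FC of 3.03 and 3.05 in *Efae*-Primed-d8 (edgeR FDR = 0.0252 and 0.0250) and missed the threshold in *Efae* High Dose-d1, with 2.94 and 2.89 (edgeR FDR = 0.0567 and 0.0586). *BomBc1* (FBgn0034328, 2R 18382704 to 18383235) had a log2FC of 7.19 in *Efae*-Primed-d8. All 17 were shared under DESeq2, 12 without the nearly identical libraries and 1 without No Injection-d7 replicate 2.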

Previous experimental work has shown that survival of *E*. *faecalis* infection is strongly dependent on the *Bom* gene family [31]. Flies lacking 10 out of the 12 *Boms* succumb to a single *E*. *faecalis* infection as quickly as flies that lack Toll signaling. Bacterial load data indicates that flies lacking either these 10 *Boms* resist an individual *E*. *faecalis* infection more weakly than wild type flies. Conversely, flies with deletions of several AMPs (4 *Attacins*, 2 *Diptericins*, *Drosocin*, *Drosomycin*, *Metchnikowin*, and *Defensin*) or *Baramicin A* show only modest decreases in survival of *E*. *faecalis* infections [4,29].

Given their differing effects on *E*. *faecalis* infection survival, we decided to analyze the expression patterns of the core *Boms* separately from the other core known or suspected AMPs. We displayed the distribution of expression levels of each gene group using transcripts per million (TPMs). 

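Expression of the 9 core *Boms* was summarized as the mean of log10(TPM + 1) over the genes of each library. It was 2.87 ± 0.207 in *Efae*-Primed-d8 and 3.07 ± 0.102 in Mock-Primed-d8 (SD, n = 3 each), a difference of -0.200 (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 libraries against 3 allow). Taken over the 27 values of each group, as in a Wilcoxon test of genes and libraries together, the p was 0.177, although the 9 genes of a library are not independent samples. The rotation test fry gave 0.786 for the set. Of the 9 genes, 4 were higher and 5 lower in *Efae*-Primed-d8, with log2FC from -0.77 for *BomT1* (FBgn0262838, dm6 2R 18381393 to 18381844) to 0.46 for *BomBc3* (FBgn0040582, 3R 22087075 to 22088501). No Injection-d7 fat bodies were at 1.74 ± 0.0962, lower than *Efae*-Primed-d8 by 1.13 and than Mock-Primed-d8 by 1.33. Leaving out *Efae*-Primed-d8 replicate 1 moved the difference to -0.0825, and scaling TPM with TMM factors to -0.0760. The study selected these genes as up-regulated in both groups of the same libraries.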

When comparing expression of the core *Boms*, we found no significant difference in expression between the Mock-primed and *Efae*-primed flies (Wilcoxon rank sum test: p = 0.075) (Fig 3D, right). Likewise, a comparison of expression levels for the core AMP or AMP-like genes yielded no significant difference between the Mock-primed and *Efae*-primed flies (Wilcoxon rank sum test: p = 0.64) (Fig 3D, left). This indicates that increased survival of *Efae-*primed flies is not due to the primed fat bodies producing more transcripts associated with bacterial resistance. This observation is consistent with the lack of increased bacterial clearance for *Efae*-primed relative to Mock-primed flies in Fig 2B and further supports the notion that priming promotes survival through bacterial tolerance.

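The 8 core AMP or AMP-like genes had a mean log10(TPM + 1) of 3.01 ± 0.271 in *Efae*-Primed-d8 and 3.12 ± 0.175 in Mock-Primed-d8 (SD, n = 3 each), a difference of -0.102 (exact permutation test, p = 0.6). The Wilcoxon test over single values of genes and libraries gave 0.464 and fry 0.927. By gene, 5 were higher and 3 lower in *Efae*-Primed-d8, from a log2FC of -0.43 for *Drs* (edgeR FDR = 0.831) to 1.48 for *Mtkl* (edgeR FDR = 0.238), with 0.14 for *Mtk* and 0.36 for *DptB*. The level in No Injection-d7 was 1.61 ± 0.248, lower than *Efae*-Primed-d8 by 1.41. The sign of the difference depended on the scaling: with TPM scaled by TMM factors it was 0.0227 (exact permutation test, p = 0.7), and without *Efae*-Primed-d8 replicate 1 it was 0.0429. With 3 libraries per group a difference between the groups is not excluded by these tests. From the absence of a difference in *Boms* and AMPs between the 2 primed groups, the paper concludes that the better survival of *Efae*-primed flies does not come from more transcripts of resistance genes in the fat body.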

### Loss of Imd negatively impacts the fly’s ability to prime against *E*. *faecalis*

We also observed priming-specific down-regulation of *imd* (Fig 3E), which led us to consider the role of Imd signaling in the priming response. 

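*imd* (FBgn0013983) lies on the minus strand of 2R from 18409796 to 18413599 in dm6. Its level was 6.78 ± 1.93 CPM in *Efae*-Primed-d8, 17.0 ± 5.43 in Mock-Primed-d8 and 11.7 ± 3.72 in No Injection-d7 (SD, n = 3 each), from 211 counts over the *Efae*-Primed-d8 libraries and 727 over the Mock-Primed-d8 libraries. In *Efae*-Primed-d8 the log2FC was -1.32 against Mock-Primed-d8 (standard error 0.475, edgeR FDR = 0.0691) and -0.79 against No Injection-d7 (edgeR FDR = 0.263), while Mock-Primed-d8 had 0.54 against No Injection-d7 (edgeR FDR = 0.452). In TPM the values were 5.51 ± 1.66 in *Efae*-Primed-d8, 18.3 ± 2.49 in Mock-Primed-d8 and 20.1 ± 12.1 in No Injection-d7. The differences of -12.8 and -14.6 each had every *Efae*-Primed-d8 library below every other library (exact permutation test, p = 0.1, the smallest possible). In the comparison of the 2 primed groups, 2546 genes had a lower log2FC than *imd*. DESeq2 gave the lowest FDR of the alternatives set beforehand that kept all libraries, 0.0312, with a log2FC of -1.31. The decrease passed the threshold without any 1 of the 3 No Injection-d0 libraries (FDR = 0.0432, 0.0443 and 0.0446 by edgeR) and without No Injection-d7 replicate 2 (edgeR FDR = 0.0336). None of these 4 libraries belongs to the groups compared, and without each of them the median log2FC of all genes moved from 0 to between -0.21 and -0.20. The log2FC of *imd* stayed between -1.57 and -1.09 with each library left out.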

While Imd signaling is canonically associated with response to Gram-negative bacterial infections, it is also connected to regulation of the MAPK-mediated reactive oxygen species production and wound response, as well as a generalized stress response [32,33]. We first hypothesized that the downregulation of *imd* in *Efae-*primed flies might lead to lower expression levels of Imd-responsive AMPs, perhaps as a way to avoid transcribing genes that do not contribute to the animal’s survival of the Gram-positive *E*. *faecalis* infections. However, the Imd-responsive AMPs were not down-regulated in a priming-specific manner (S2C and S2D Fig).

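The paper's text does not print the list behind S2C Fig, so 11 AMP genes classically regulated by the Imd pathway were used. These were the 4 *Attacins*, the 4 *Cecropins*, *DptA*, *DptB* and *Dro*. Their mean log10(TPM + 1) was 1.70 ± 0.332 in *Efae*-Primed-d8 and 1.59 ± 0.360 in Mock-Primed-d8 (SD, n = 3 each), a difference of 0.115 (exact permutation test, p = 0.7), with fry giving 0.525. Of the 11 genes 10 were higher and 1 lower in *Efae*-Primed-d8, with log2FC from -0.85 to 2.03. The difference became -0.0537 without Mock-Primed-d8 replicate 3 and -0.0567 without *Efae*-Primed-d8 replicate 2.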

To further explore the role Imd signaling plays in a primed immune response, we tested survival of an *imd* mutant [16] to single and double injections (Figs 3F and 3G and S2E and S2F). As has been previously shown, the *imd* mutant showed a dose dependent response to *E*. *faecalis* infection with levels of lethality similar to a non-immunocompromised OreR control (Fig 3F & S1 Table; OreR HRs [Low Dose = 1.4 (0.97–2.1), High Dose = 5.7 (3.9–8.3)] & *imd* HRs [Low Dose = 1.3 (1.0–1.8), High Dose = 3.3 (2.4–4.6)]). However, when subjecting the flies to dual injections, we observed a significant, though not total, loss of priming ability in these *imd*-mutant flies (Fig 3G). *Efae*-primed flies still survive a second injection more effectively than Mock-primed flies (*Efae*-Primed vs. Mock-Primed HR = 0.39 [0.27–0.58], p = 2.5e-6), but less successfully than control flies twice injected with sterile PBS (*Efae*-Primed vs. PBS/PBS HR = 4.1 [2.7–6.3], p = 5.3e-12). This is in contrast to wildtype OregonR flies, which survive a secondary Efae infection as well as a double wounding (OreR Efae-Primed vs. PBS/PBS HR = 0.75.) We further probed the role of the Imd pathway in immune priming and found mutants in three additional pathway components, *kenny*, *Tab2*, and *Relish*, also show diminished immune priming, as indicated by HR > 1 when comparing the Efae-primed flies to the PBS/PBS control (S4 Fig). Together, this demonstrates that while the loss of the *imd* does not impact the survival of the flies with a single bacterial infection, it does negatively impact survival in animals that have been infected more than once.

### The hemocytes of primed animals up-regulate metabolic and translational pathways

Using the same approach as in fat bodies, we determined priming-specific transcription in adult hemocytes (S5A fig, full list of up-regulated and down-regulated genes in S5 Table). 

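Hemocyte RNA was measured in 21 libraries of the same 7 groups, each made from hemocytes of 20 flies. There were 4 libraries of No Injection-d0, 2 of Mock-Primed-d8 and 3 of every other group, and all were sequenced in run 4. Total counts ran from 7872241 to 17049180 with a median of 12402730. By group the medians were 12961840 in No Injection-d0, 9040744 in No Injection-d7, 11967170 in *Efae* Low Dose-d1, 14520170 in *Efae* Low Dose-d7, 12013500 in *Efae* High Dose-d1, 11843190 in Mock-Primed-d8 and 13328730 in *Efae*-Primed-d8. The counts were made and analysed as for fat bodies, with 1 CPM required in at least 2 libraries, which left 12137 genes. The common dispersion was 0.351, a biological coefficient of variation of 0.593. On simulated counts the procedure called between 15% and 47% of 200 changed genes, and 18.5% for Mock-Primed-d8 with its 2 libraries. In No Injection-d7 replicate 1, 29.1% of the counts fell on the pseudogene *28SrRNA-Psi:CR45859*. A list of 19 hemocyte marker genes took between 0.105% and 0.505% of the counts, against 0.220% to 0.822% in fat body libraries. By this share, the libraries show no enrichment of hemocyte RNA. A list of 20 fat body genes took 0.132% to 1.77%, against 3.83% to 14.4% in fat body libraries. Testis and sperm genes took 0.830% to 11.9%, so levels given for hemocytes may include RNA of other tissues.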

Hemocytes have several roles in the immune response, including bacterial phagocytosis, pathogen sensing, and signaling. 

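In hemocytes, 33 genes were up-regulated in *Efae*-Primed-d8 and 14 in Mock-Primed-d8 against No Injection-d7. Unadjusted p below 0.05 held for 2146 and 2251 genes. *Efae*-Primed-specific were 13 genes, of which 6 are among the 17 of the paper's list, and 1 gene was Mock-Primed-specific. In fat bodies the same procedure called 149 *Efae*-Primed-specific genes. Of the 13, 12 had a log2FC above 1 in Mock-Primed-d8 as well. *CG43920* (FBgn0264541, dm6 2R 17598845 to 17599253) had 209 counts over the *Efae*-Primed-d8 libraries and 1 over No Injection-d7 (edgeR FDR = 0.0325). *Amt* (FBgn0038309, 3R 15247163 to 15249137) had 39 and 0 counts (edgeR FDR = 0.0443). *edin* (FBgn0052185, 3L 17494880 to 17495300) rose from 0.266 ± 0.417 to 13.5 ± 15.4 CPM (SD, n = 3), a log2FC of 5.65 (standard error 1.07, edgeR FDR = 0.0150). Against Mock-Primed-d8 these 3 genes had log2FC of 0.64, 2.41 and 0.41 (edgeR FDR = 0.972, 0.898 and 0.995). The Mock-Primed-specific gene was *Ir52d* (FBgn0050464), with 82 counts against 3 (edgeR FDR = 0.0177). Leaving out No Injection-d7 replicate 2 moved the *Efae*-Primed-specific count most, to 184, with 293 Mock-Primed-specific genes. Without *Efae*-Primed-d8 replicate 1 the *Efae*-Primed-specific count fell from 13 to 0, and the genes up-regulated in *Efae*-Primed-d8 from 33 to 13. DESeq2 gave 87 *Efae*-Primed-specific genes.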

Compared to fat bodies (Fig 3B), hemocytes showed a low amount of priming-specific up-regulation, with only 17 genes specifically up-regulated in the *Efae*-primed condition (Figs 4A and S5B). Most of these genes are poorly characterized or functionally unrelated (S5 Table). There were also 458 genes specifically up-regulated in animals with a single *Efae* High dose infection, indicating that the hemocyte transcriptional response to *E*. *faecalis* infection depends on the dose, previous injection state, and age of the animal. 

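*Efae* High Dose-d1 hemocytes had 114 genes up-regulated and 18 lower against No Injection-d0, with 1608 genes at an unadjusted p below 0.05. Of these, 90 were up-regulated in no other of the 4 groups. The paper's list shares 82 of them. All 458 of the paper's genes had a log2FC above 0 in these counts and 457 a log2FC above 1. The paper chose them by a log2FC above 1 from the same libraries, so their direction and size are no separate test. Among the 90, the largest log2FC of genes without overlap between the libraries belonged to *BomS5* (FBgn0040734, dm6 2R 18389959 to 18390242), from 0.170 ± 0.229 CPM (SD, n = 4) to 12.7 ± 5.23 (SD, n = 3), a log2FC of 6.02 (standard error 1.16, edgeR FDR = 0.00979), *Rx* (FBgn0020617, 2R 20916753 to 20937030) with 5.08 (standard error 0.932, edgeR FDR = 0.00744) and *BomS2* (FBgn0025583, 2R 18386602 to 18387030) with 4.14 (standard error 0.963, edgeR FDR = 0.0427). Fitting only the 2 groups compared gave 459 High Dose-specific genes. The count ran from 23 without *Efae* High Dose-d1 replicate 3 to 316 without No Injection-d7 replicate 3 (not itself among the libraries compared). *Efae* Low Dose-d1, at the same age, had 15 genes up-regulated. From the genes found at the high dose alone, the paper concludes that the hemocyte response depends on dose, earlier injection and age.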

A GO term analysis reveals that many of these high dose specific genes are involved in immune response, as expected, and regulation of metabolic processes (S5C Fig). This analysis indicates that, in contrast to the fat body, hemocytes only upregulate a small number of genes specifically in the primed condition.

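No hemocyte gene differed between *Efae*-Primed-d8 and Mock-Primed-d8 past the threshold in edgeR, with 659 genes at an unadjusted p below 0.05. DESeq2 called 20 genes, all higher in *Efae*-Primed-d8, edgeR's likelihood ratio test (chosen after seeing the data) 2, and the model of the 2 groups alone 1. None of the 13 *Efae*-Primed-specific genes passed in that comparison. In simulated counts, the comparison of 3 libraries with 2 recovered 15% of the changed genes, and the fat body one 17%. For *Efae*-Primed-d8 against No Injection-d7, from which the primed-specific genes come, the shares were 39% in hemocytes and 23% in fat bodies. The simulation gave all groups of a tissue the same dispersion for a gene. Hemocyte No Injection-d7 libraries varied more, with Spearman correlations of 0.567 to 0.779 against 0.946 to 0.976 within *Efae*-Primed-d8. The 39% may therefore be too high, and the shares do not show that hemocytes had the greater power. Whether the numbers of primed-specific genes differ between the tissues was not tested. The paper reaches its contrast between the tissues by comparing the lengths of the 2 lists of primed-specific genes.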

**Fig 4:**
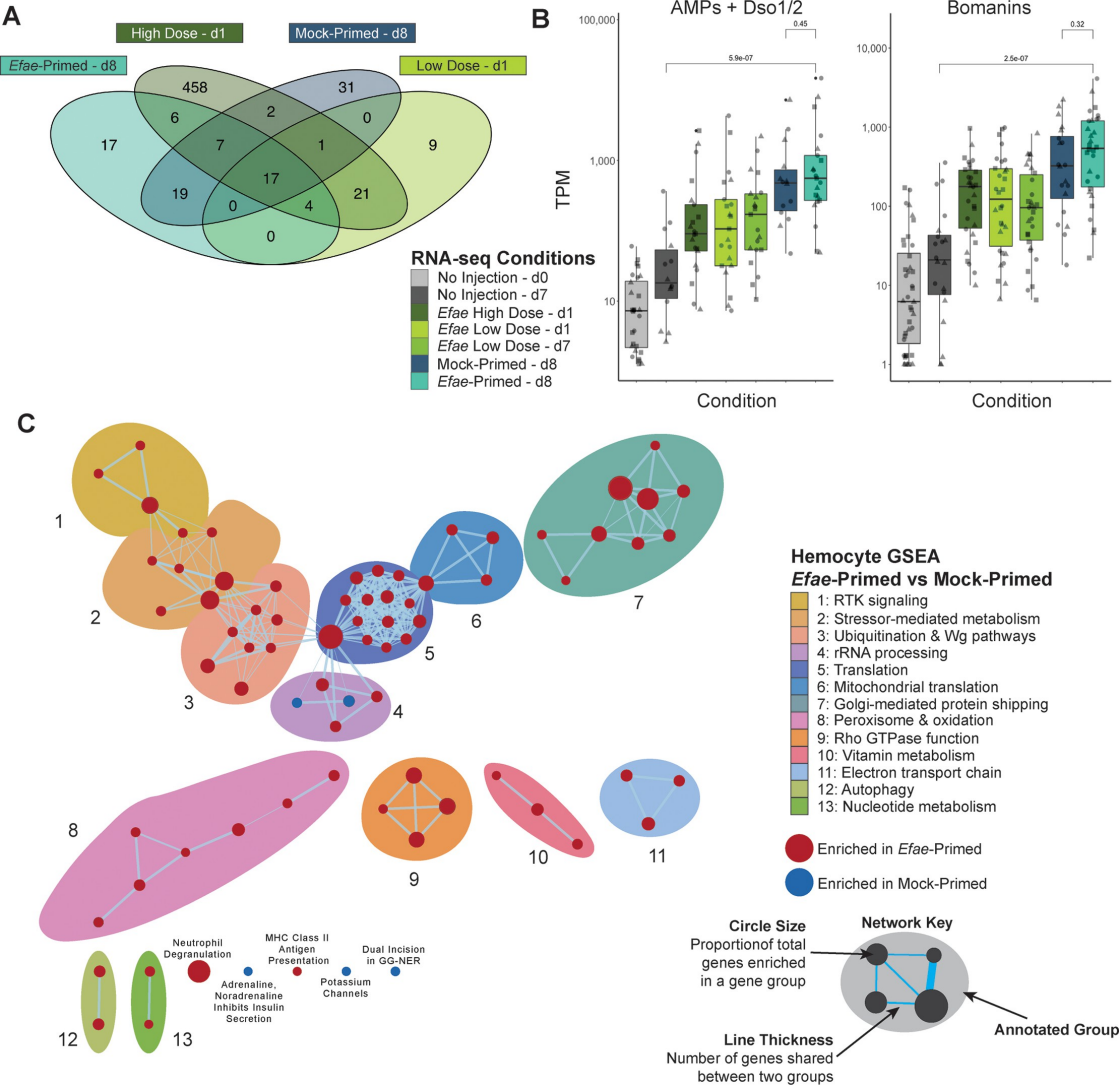
Hemocytes do not significantly increase effector expression when primed, but differentially activate metabolic pathways. A). Venn diagram of significantly up-regulated (log_2_FC >1 & FDR <0.05) genes for hemocytes collected in the same conditions as Fig 3A. B). Expression in log_10_ (TPM+1) of ubiquitously up-regulated AMPs [left] and *Bomanins* [right]. Condition colors match conditions in Fig 3A. Biological replicates are designated by the shape of individual points. While there is a significant difference in AMP and *Bom* expression in *Efae*-Primed hemocytes compared to their age-matched, non-injected controls (Wilcoxon test; AMPs: p = 5.9E-07, *Boms*: p = 2.5E-07), there is not a significant difference in ubiquitous AMP and *Bom* expression between Mock-Primed and *Efae*-Primed fat bodies (Wilcoxon test; AMPs: p = 0.45, *Boms*: p = 0.32). P-values were corrected for multiple testing using the Bonferroni correction. C). Network representation of Gene Set Enrichment Analysis (GSEA) for *Efae*-Primed versus Mock-Primed hemocytes. This visualization represents relationships between statistically significant terms (FDR < 0.05), manually curated with clusters that summarize the relationships between terms. Each circle represents an enriched gene set, circle size represents the relative proportion of genes within a set that were enriched, and the line thickness represents the number of genes that are enriched between any two gene sets. Full results are found in S6 Table.

Similar to the fat body analysis, we identified hemocyte “core” genes as the up-regulated genes in all four conditions–animals with a single low dose infection, a single high dose infection, a mock-priming protocol, or a *Efae-*priming protocol. Of the 17 hemocyte core genes, 11 of them (~64%) overlapped with the 40 core genes found in fat bodies (S5D Fig and S5 Table). Among these were several Bomanins, *Drosomycin*, *SPH93*, *IBIN*, and *Metchnikowin-like*, implying a role for these genes in response to *E*. *faecalis* infection in both hemocytes and fat body. 

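Hemocytes had 9 genes up-regulated in all of *Efae* High Dose-d1, *Efae* Low Dose-d1, Mock-Primed-d8 and *Efae*-Primed-d8, each of which is in the paper's list of 17. Of the 9, 8 (88.9%) were also among the 35 fat body genes. These are *BomBc1*, *CG18563*, *CG4757*, *DptB*, *Drs*, *GNBP-like3*, *IBIN* and *SPH93*, and *CG45045* was found in hemocytes alone. The overlap was 0 with the batch as a term, and also when only the 2 groups of each comparison were fitted, since edgeR then called 0 genes in Mock-Primed-d8 hemocytes (128 by DESeq2, and 2251 at an unadjusted p below 0.05 in the full model). It was 0 with the batch as a term, 17 under DESeq2, 4 without fat body No Injection-d0 replicate 1 or fat body No Injection-d7 replicate 2, 5 without hemocyte Mock-Primed-d8 replicate 2, and 17 without hemocyte No Injection-d7 replicate 1.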

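In *Efae*-Primed-d8 hemocytes *Drs* rose from 3.71 ± 3.44 to 2013.5 ± 959 CPM (SD, n = 3), a log2FC of 9.05 (edgeR FDR = 0.000260), with 92819 counts against 138. *SPH93* (FBgn0032638, dm6 2L 17454263 to 17455923) had a log2FC of 9.16 (standard error 1.17) in hemocytes and 9.52 (standard error 1.38, edgeR FDR = 0.00167) in fat bodies. For *IBIN* (FBgn0265577, 2R 17671068 to 17671295) the log2FC was 6.74 (standard error 1.06, edgeR FDR = 0.00194) and 6.12. *BomBc1* had 8.65 (standard error 1.28, edgeR FDR = 0.00119) in hemocytes and was the one *Bom* shared by the 4 hemocyte groups. *BomBc2* missed the threshold in *Efae* Low Dose-d1 (edgeR FDR = 0.200) and Mock-Primed-d8 (edgeR FDR = 0.0971), and *BomS1* in Mock-Primed-d8 (edgeR FDR = 0.123) and *Efae*-Primed-d8 (edgeR FDR = 0.0527). *Mtkl* passed in *Efae* High Dose-d1, Mock-Primed-d8 and *Efae*-Primed-d8 hemocytes with log2FC of 3.47, 3.80 and 3.83 but not in *Efae* Low Dose-d1, with 2.71 (edgeR FDR = 0.266).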

As with our fat body data, we again separately analyzed the levels of expression of the AMPs versus Bomanin effectors for hemocytes. When comparing expression levels of the core *Boms*, we found no significant difference in expression between the Mock-primed and *Efae*-primed flies (Wilcoxon test: p = 0.32) (Fig 4B, right). Likewise, a comparison of the expression levels for the core AMP genes yielded no significant difference between the Mock-primed and *Efae*-primed flies (Wilcoxon test: p = 0.45) (Fig 4B, left). This indicates that, similar to the comparison between *Efae-*primed and Mock-primed fat bodies, transcripts associated with bacterial resistance are not specifically up-regulated in primed hemocytes.

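The 3 hemocyte core *Boms* (*BomBc1*, *BomBc2* and *BomS1*) had a mean log10(TPM + 1) of 3.10 ± 0.210 in *Efae*-Primed-d8 (SD, n = 3) and 2.84 ± 0.408 in Mock-Primed-d8 (SD, n = 2), a difference of 0.264 (exact permutation test, p = 0.5, where 0.1 is the smallest that 3 libraries against 2 allow). All 3 genes were higher in *Efae*-Primed-d8. The Wilcoxon test over single values gave 0.263 and fry 0.273. No Injection-d7 was at 1.10 ± 0.427, lower than *Efae*-Primed-d8 by 2.00. With 2 Mock-Primed-d8 libraries, 1 decides the direction: the difference was -0.0241 without Mock-Primed-d8 replicate 1 and 0.553 without replicate 2.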

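For the 6 hemocyte core AMP genes (*Drs*, *DptB*, *DptA*, *AttC*, *Mtkl* and *Dro*) the means were 2.63 ± 0.25 in *Efae*-Primed-d8 (SD, n = 3) and 2.62 ± 0.288 in Mock-Primed-d8 (SD, n = 2), a difference of 0.0142 (exact permutation test, p = 1). By log2FC, 5 were higher in *Efae*-Primed-d8 and 1 lower. Over single values the Wilcoxon test gave 0.916, and fry gave 0.826. In No Injection-d7 the level was 0.692 ± 0.525, lower than *Efae*-Primed-d8 by 1.94. The sign changed without Mock-Primed-d8 replicate 1, to -0.189, and without *Efae*-Primed-d8 replicate 1, to -0.129. The difference between primed groups in fat bodies was then compared with that in hemocytes. Fat bodies minus hemocytes gave -0.464 for the *Boms* (permutation test, p = 0.150) and -0.116 for the AMPs (permutation test, p = 0.685). Labels were permuted within each tissue, which asks whether the primed groups differ in neither tissue. The gene lists also differ, with 9 and 3 *Boms* and 8 and 6 AMPs, so tissue and choice of genes are not separated. Whether the difference was the same in the 2 tissues is therefore not decided.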

Given the diverse functions of hemocytes in immune response, we decided to use GSEA to again systematically delineate priming-enriched pathways (Fig 4C, full GSEA analysis in S6 Table). Fig 4C shows individual gene sets enriched in either *Efae*-primed or Mock-primed hemocytes as nodes whose size represents the proportion of genes within a set that were found to be enriched. Edges (lines) connect nodes that share overlapping genes between gene sets, and their thickness represents how many genes are shared. This analysis of hemocyte transcription in *Efae*-primed samples versus Mock-primed samples indicated a wider picture of metabolic reprogramming (Clusters 2, 6, 8, 10, 11, and 13) and altered protein production (Clusters 4, 5, 6, and 7) in the primed samples. 

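The 8 gene families tested in fat bodies were also compared in hemocytes. Mitochondrial ribosomal proteins had a median log2FC of 0.53 between *Efae*-Primed-d8 and Mock-Primed-d8, with 61 of 70 higher (camera FDR = 1.8e-04). NADH dehydrogenase subunits had a median of 0.45 with 33 of 39 higher (camera FDR = 0.00553), peroxins 0.62 with 10 of 13 higher (camera FDR = 0.00749) and cytoplasmic ribosomal proteins 0.55 with 73 of 86 higher (camera FDR = 0.0162). Proteasome subunits, coat proteins, autophagy genes and cell cycle genes had medians of 0.00, 0.01, -0.05 and -0.13. Of the 4 calls, fry kept that of the peroxins (fry FDR = 0.0021) and gave 0.385, 0.637 and 0.892 for the mitochondrial ribosomal proteins, the NADH dehydrogenase subunits and the cytoplasmic ribosomal proteins. With the batch as a term 1 of the 4 families passed and the cytoplasmic ribosomal proteins had a median of -0.04. No family passed without Mock-Primed-d8 replicate 1.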

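*GILT1* (FBgn0038149, dm6 3R 13398526 to 13401862) was at 5.99 ± 2.14 CPM in *Efae*-Primed-d8 hemocytes (SD, n = 3) and 5.88 ± 1.31 in Mock-Primed-d8 (SD, n = 2), a log2FC of 0.02. For *GILT2* (FBgn0039099, 3R 23678895 to 23679855) the levels were 3.65 ± 1.19 and 2.84 ± 1.78 CPM, a log2FC of 0.38 (standard error 0.703, edgeR FDR = 0.988). For *GILT3* (FBgn0039098, 3R 23677358 to 23678421) they were 13.3 ± 1.90 and 12.8 ± 2.63 CPM, a log2FC of 0.06. The sign of *GILT1* and *GILT3* changed with the batch as a term, to -0.27 and -0.32, and with TMM replaced by RLE factors *GILT1* was at -0.01.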

There was also enrichment for genes involved in antigen-presenting and neutrophil degranulation functions in mammalian orthologs, which contained several lysosomal and metabolic genes associated with bacterial immune response, such as the GILT family of genes.

### Several Toll effectors continuously express into re-infection

We further leveraged our transcriptomic data to identify genes that continuously express from the first infection into reinfection (Fig 5A). We defined continuously expressing genes as those that were up-regulated both 1 day and 6 days after a low dose infection (*Efae* Low-d1 & *Efae* Low-d7) and 1 day after the subsequent high dose infection (*Efae*-Primed-d8). Fat bodies had 14 genes that were identified as continuously expressing (Fig 5B), while hemocytes only had two (Fig 5C). 

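Following the methods, continuously expressed genes had a log2FC above 0 in *Efae* Low Dose-d1, *Efae* Low Dose-d7 and *Efae*-Primed-d8, an FDR below 0.05 in *Efae* Low Dose-d1 and *Efae*-Primed-d8, and no decrease from *Efae* Low Dose-d7 to *Efae*-Primed-d8. In fat bodies 16 genes met these conditions. All 14 genes of Fig 5B met the conditions within the 3 groups, but each was lower in *Efae*-Primed-d8 than in *Efae* Low Dose-d7, so none is among the 16. With the last condition left out, 48 genes qualified, and all 14 met the conditions that remained. The direction of the last condition differed between sequencing runs for the core *Boms*, several of which are in Fig 5B. Their mean log10(TPM + 1) in *Efae* Low Dose-d7 was 3.43 to 3.69 in run 2, and 2.64 and 2.81 in run 3. In *Efae*-Primed-d8 it was 2.64 in run 2, and 3.03 and 2.95 in run 3. The 14 genes were not tested within runs, so their fall may depend on the run. The fat body count is not stable to single libraries: it was 0 without No Injection-d0 replicate 1, without No Injection-d0 replicate 2 or without No Injection-d7 replicate 2, 1 without *Efae* Low Dose-d1 replicate 3 and 165 without No Injection-d7 replicate 3. Without the nearly identical libraries of *Efae* Low Dose-d1 and *Efae* Low Dose-d7 it was 1. In hemocytes 10 genes qualified, *Bbd* and the 9 genes shared by the 4 groups. *CG17196* (FBgn0039368, dm6 3R 25775288 to 25776237), which Fig 5C shows, had log2FC of 1.37, 0.02 and -0.33 in *Efae* Low Dose-d1, *Efae* Low Dose-d7 and *Efae*-Primed-d8 (edgeR FDR = 0.934, 0.989 and 0.835). *en* (FBgn0000577, 2R 11524006 to 11528210) had 1.40, 0.02 and -0.52 (edgeR FDR = 1, 0.995 and 0.781), and No Injection-d7 replicate 3 decides its value, since the log2FC in *Efae*-Primed-d8 was 3.31 (edgeR FDR = 0.0189) without it.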

For fat bodies, 13 of the 14 (~93%) continuously expressing genes overlapped with the identified core *E*. *faecalis* response genes (Fig 3B and 3C; annotated in S3 Table). Most of these genes are either known or suspected AMPs, and the list also includes a recently characterized lncRNA (lncRNA:CR33942) that can enhance the Toll immune response [34]. 

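Of the 16 fat body genes that met every condition here, 10 were among the 35 genes shared by the 4 groups. Of the 14 genes of Fig 5B, 11 were among the 35. *BaraA1* and *BaraA2* are not among them because of *Efae* High Dose-d1, and *lncRNA:CR33942* missed the threshold in that group as well (log2FC 3.44, edgeR FDR = 0.0533). The number of genes in both lists was 29 under DESeq2, 1 with the sequencing run as a term, 0 with the batch as a term (edgeR, with 74 genes up-regulated in *Efae* Low Dose-d1 without the term), and with 1 library left out it ran from 0 to 92. It was 92 without No Injection-d7 replicate 3, and 0 without No Injection-d0 replicate 1 or 2, No Injection-d7 replicate 2 or *Efae* Low Dose-d1 replicate 3.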

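*SPH93* and *CG4757* (FBgn0027584, dm6 3R 11161207 to 11163498) had the largest changes of the genes of Fig 5B in *Efae*-Primed-d8, with a log2FC of 7.93 for *CG4757* (edgeR FDR = 0.000869). *lncRNA:CR33942* (FBgn0062961, 2R 18711391 to 18711951) had a log2FC of 4.23 in *Efae* Low Dose-d1 (edgeR FDR = 0.0216), 4.49 in *Efae* Low Dose-d7 (edgeR FDR = 0.00617) and 3.41 in *Efae*-Primed-d8 (edgeR FDR = 0.0279). Its level was 53.8 ± 30.3 CPM in *Efae* Low Dose-d7 (SD, n = 5) and 25.4 ± 14.9 CPM in *Efae*-Primed-d8 (SD, n = 3). Strand was not recorded, so fragments of a transcript on the opposite strand at the same place would be counted for it.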

The fat body continuously expressing genes are largely Toll-regulated.

**Fig 5:**
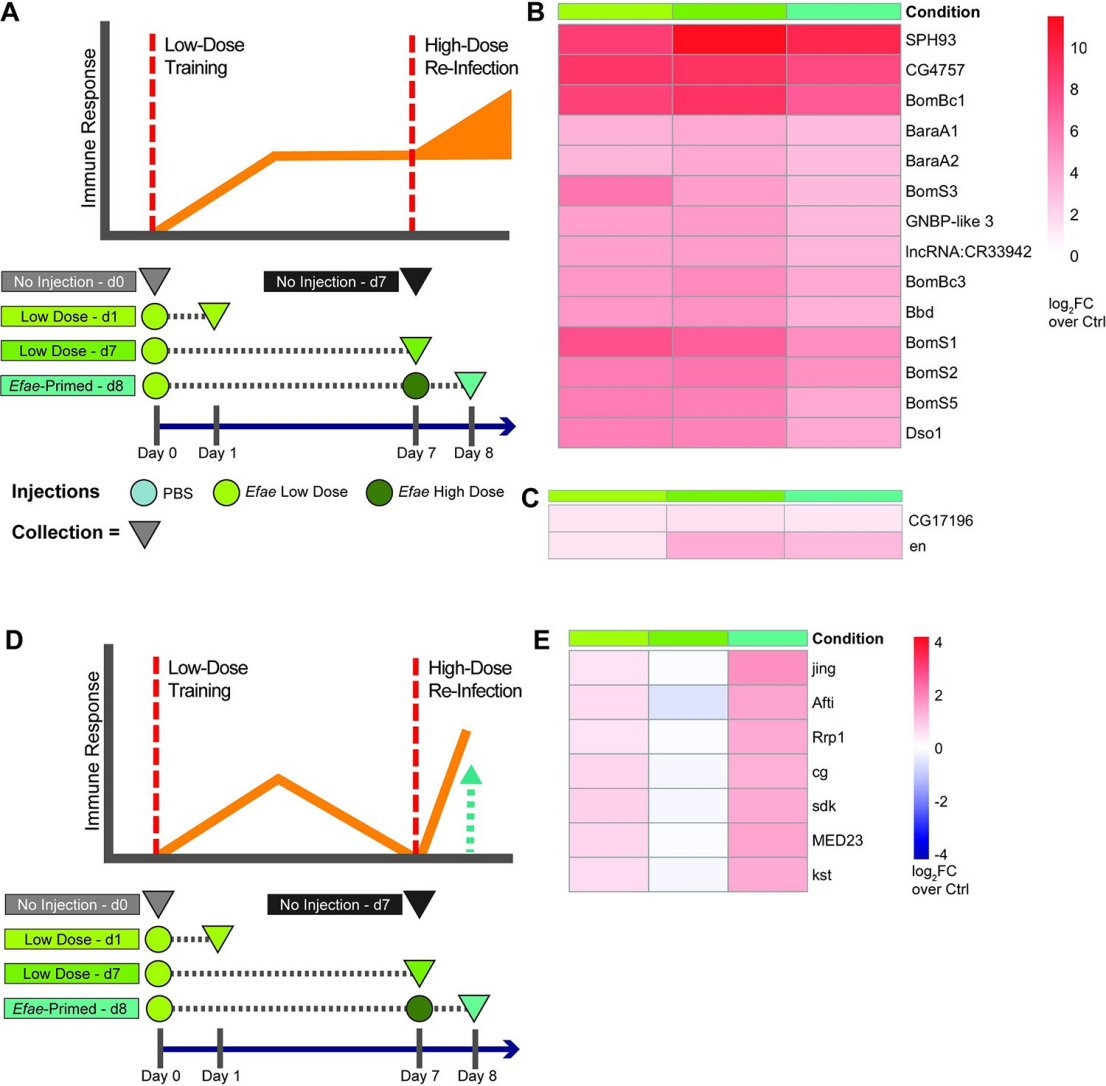
Toll effector genes continuously express throughout *E*. *faecalis* immune priming, whereas few potentiated genes are recalled in *E*. *faecalis* immune priming. A). Schematic of continuous gene expression from priming into re-infection. Experimental conditions are the same as Fig 1A, with the addition of age-matched, non-injected controls at Day 0 and Day 7 as well as an additional time point at Day 7 for collection of samples late in priming. Circles represent injections and triangles represent time of collection B). Continuously expressing genes in fat bodies (scale: log_2_FC over age-matched controls). C). Continuously expressing genes in adult hemocytes (scale: log_2_FC over age-matched controls). D). Schematic of immune recall response. E). Potentiated recall genes in fat bodies (scale: log_2_FC over age-matched controls).

To further investigate the role Toll signaling is playing in creating a primed response to *E*. *faecalis*, we assayed infection response in flies with a *Myd88* mutation that eliminates intracellular Toll signaling and a *spz* mutant that eliminates extracellular Toll signaling (S6 Fig) [35]. In the single injection conditions, both mutants show the expected increased lethality when compared to our immune-competent control (S6A, S6C and S6E Fig) [4,31]. When assaying for survival against double-injected conditions, we found that *Myd88* mutants were still able to fully prime against *E*. *faecalis* re-infection with equivalent survival between the Efae-primed flies and the control flies injected twice with PBS (S6B Fig). However, the *spz* mutants lacked the ability to prime against *E. faecalis* (S6D Fig). The discrepancy between these two mutants requires further investigation (see Discussion).

### Potentiated gene expression plays a minor role in *E*. *faecalis* immune priming

In addition to priming-specific and continuously expressing genes, we also identified “recall response genes” [36]. These genes were defined as genes that are up-regulated in response to an initial low dose infection, turned off 6 days later, and up-regulated more strongly in response to a subsequent infection (Fig 5D). 

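Following the methods, recall genes had a log2FC above 0.5 in *Efae* Low Dose-d1, at most 0 in *Efae* Low Dose-d7 and in Mock-Primed-d8, and above 0.5 with an FDR below 0.1 and higher than in *Efae* Low Dose-d1 in *Efae*-Primed-d8. In fat bodies 4 genes met these conditions, *CG30043*, *CG42335*, *CR32010* and *IntS2*, which are named after their values were seen. All 7 genes of Fig 5E had an FDR below 0.1 in *Efae*-Primed-d8, but each also had a log2FC above 0 in Mock-Primed-d8, and none is among the 4. The replicate block, as one alternative, gave 10 genes. Single libraries decided the count, which was 0 without No Injection-d7 replicate 1, without No Injection-d7 replicate 2 or without *Efae*-Primed-d8 replicate 2, 9 without *Efae* Low Dose-d7 replicate 4 and 10 without *Efae* Low Dose-d7 replicate 1. Leaving out the nearly identical libraries gave 2. In hemocytes edgeR found 0 recall genes, as did DESeq2 and the likelihood ratio test, with 640 genes of *Efae* Low Dose-d1 and 2146 of *Efae*-Primed-d8 at an unadjusted p below 0.05.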

In fat bodies, we identified 7 recall genes (Fig 5E), and we did not identify any recall genes in hemocytes. Of these few fat body recall genes, we found two Polycomb interacting elements (*jing* & *cg*) and a component of the Mediator complex (*MED23*), suggesting a potential role for transcriptional regulation. However, we did not find a strong role for recall transcription in our experiments.

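*jing* (FBgn0086655, dm6 2R 6502006 to 6621792) was at 37.4 ± 6.61 CPM in *Efae*-Primed-d8 fat bodies, 10.2 ± 3.59 in No Injection-d7 and 13.3 ± 4.90 in Mock-Primed-d8 (SD, n = 3 each), a log2FC of 1.88 against No Injection-d7 (standard error 0.697, edgeR FDR = 0.0791). *cg* (FBgn0000289, 2R 14173693 to 14182838) was at 67.4 ± 14.3, 26.7 ± 13.9 and 37.6 ± 1.91 CPM, a log2FC of 1.34 (standard error 0.461, edgeR FDR = 0.0646). *MED23* (FBgn0034795, 2R 22888928 to 22894425) was at 46.1 ± 21.8, 16.0 ± 8.40 and 23.2 ± 11.8 CPM, a log2FC of 1.53 (standard error 0.517, edgeR FDR = 0.0622). In *Efae* Low Dose-d1 the 3 genes had log2FC of 0.50, 0.73 and 0.76, in *Efae* Low Dose-d7 -0.04, -0.15 and -0.03, and in Mock-Primed-d8 0.39, 0.50 and 0.54. With the sequencing run as a term, the values in Mock-Primed-d8 were -0.08, -0.57 and -0.48. From the known partners of these genes, the paper proposes a part for transcriptional regulation in recall.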

## Discussion

In this study, we have shown the transcriptional underpinnings of a primed immune response against *Enterococcus faecalis* infection in *Drosophila melanogaster*. We demonstrated that a low dose of *E*. *faecalis* can prime the flies to better survive a high dose infection at least 7 days later, and the increase in survival is not linked to more effective clearance of the bacteria, but to increased tolerance of *E*. *faecalis* in primed animals. When comparing *Efae*-primed and Mock-primed animals, we found that the transcriptional profiles of antimicrobial peptides and *Bomanins* do not differ between the two conditions in either the fat body nor the hemocytes, indicating that their differential expression is not driving survival in primed animals. However, there are ample transcriptional differences between the conditions, and GSEA analysis points to differences in cell cycle regulation and metabolic response. When testing priming ability in *imd* mutants we found that these mutants have unexpected survival phenotypes in the double injection conditions–*imd* mutants prime less effectively than wild type flies despite the dispensability of the pathway in response to a single infection.

Overall, we have seen evidence for tolerance, phagocytosis, and transcriptional reprogramming as drivers of priming against *E*. *faecalis* infection. Flies primed against *E*. *faecalis* re-infection did not actively clear bacteria more efficiently than Mock-primed controls (Fig 2B) and did harbor a higher bacterial load upon death (Fig 2C), both hallmarks of infection tolerance. We also found that phagocytosis was needed to fully prime, as supported by the decrease in priming ability in both bead-blocking experiments (Fig 1E) and *eater*-deficient flies (Fig 1F). Given that primed flies seem to survive infection by tolerating, rather than clearing bacteria, this suggests a role for phagocytes in priming other than their canonical responsibility of eliminating pathogens. One possibility is that phagocytes are working to sense an infection and relay that signal to other tissues through functional reprogramming [37,38]. This is supported by the large transcriptional shift in metabolic pathways seen in hemocytes, and specifically, the up-regulation of lysozyme-related pathways, including the “MHC Class II Antigen Presentation”and “Neutrophil Degranulation” gene sets (Fig 4C). Explicit proof of phagocyte reprogramming as a potential mechanism of priming merits further investigation.

Transcriptionally, there are three primary mechanisms suggested that may underlie immune priming–(1) primed animals may drive a qualitatively different expression program than mock primed flies, differentially regulated distinct genes, (2) primed flies may continually express key immune genes between a priming and subsequent infection, or (3) primed flies may re-active an immune response more quickly than unprimed flies. Our transcriptional data shows that most priming differences in both fat bodies and hemocytes can be attributed to gene expression that is unique to priming (Figs 3B & 4A). We saw continuous expression of a small number of Toll effectors in fat bodies (Fig 5B), and very little evidence of potentiated gene expression (Fig 5E).

There are previous studies of immune priming in flies, which taken together with this work paint a more complete picture of the phenomenon. One of the early descriptions of immune priming in *D*. *melanogaster* found a phagocytosis-dependent, AMP-independent priming response against *Streptococcus pneumoniae* [16]. Our study uses a different Gram-positive microbe, but a similar re-infection timescale. Similar to that study, we find that phagocytosis is needed to mount a primed immune response, as was demonstrated by the impaired priming in bead-blocked flies and *eater* mutants. (Separately, our *eater* mutants also showed increased survival in response to double-wounding alone, which indicates that either the mutation or the genetic background confers increased baseline survival to repeated wounding.) We also corroborated that survival is not correlated with AMP production. However, Pham et al. found that primed flies resist *S*. *pneumoniae* more effectively than naive flies, while our *Efae*-primed flies appeared to rely on immune tolerance to enhance survival. It is possible that this difference is due to the increased virulence of the pathogen, *S*. *pneumoniae*, which can kill a wild type fly with a relatively low dose of 3,000 CFU, compared to *E*. *faecalis*. The difference could also be due to the specificity of the host’s primed response to different pathogens. More recent work also studied priming mechanisms in flies infected with *M*. *luteus* and *S*. *typhimurium* and found evidence of resistance and tolerance mechanisms, respectively [39]. *M*. *luteus* primed flies show potentiated gene expression upon re-infection. Prakash and co-workers have probed priming using *P*. *rettgeri* and found that a host of factors, including sex and infection route can also shape immune priming [40]. In sum, these findings suggest that there may be multiple, bacteria-specific priming mechanisms.

Another study found that sterile wounding 2 days, but not 7 days, prior to infection with *E*. *faecalis* conferred some level of ROS-mediated protection [18]. This study’s assay most closely matches our Mock-primed re-infections, and we also did not see enhanced survival when the wounding occurred 7 days prior to the infection. This indicates that the protection conferred from sterile wounding is effective in the short-term (i.e., 2 days), but not in the long-term (i.e. 7 days). However, both this study and our observations support the idea that hemocytes activate new functions in response to prior stimuli exposure (as was found in [16], as well). Finally, a study looking at the effects of chronic bacterial infection did not find immune priming with *E*. *faecalis* when using the same re-injection time points [12]. However, in that study flies were injected with two low-doses (~3,000 CFU/fly) and injected first in the abdomen and second in the thorax. This suggests a dose-dependent and/or injection site-dependent effect on priming ability.

One of the most surprising findings of this study is the priming responses found in the *imd*, *Myd88*, and *spz* mutant flies. As others have previously reported, our work demonstrates that the disruption of *imd* does not affect the fly’s survival against a single low dose infection of *E*. *faecalis*. This is consistent with the well-described sensing of Gram-positive bacteria via Toll signaling and Gram-negative bacteria via Imd signaling [1]. However, we find that *imd* mutants lose some, though not all, of their priming capacity. The requirement of *imd* for survival was surprising for two reasons: first because Imd signaling has not been implicated in the survival of Gram-positive bacteria (or priming, in the case of *S*. *pneumoniae* in [16]), and second, because we saw down regulation of the *imd* gene in the fat body primed transcriptome. This suggests while downregulation of *imd* may be useful in priming, complete eradication of the pathway in the animal removes some priming ability. This could be due to the role the Imd pathway plays in modulating other key immune response pathways such as JAK/STAT, JNK, and MAPK signaling [2].

We were also surprised to see the variable role of Toll signaling for priming. Toll signaling plays a key role in surviving Gram-positive infections, and virtually all the persistently expressed genes we found here are known Toll targets (Fig 5B). While both Toll pathway mutants, *Myd88* and *spz*, showed markedly worse survival in response to a single low *E*. *faecalis* dose, they showed opposite effects in their ability to prime. Further work is needed to discern whether these genes’ distinct molecular roles or the differences in genetic background between mutants account for the differences in priming ability.

While our data did not indicate a difference in bacterial clearance between *Efae*-primed and Mock-primed flies (Fig 2B), we acknowledge the possibility that the number of bacteria remaining in the animal from the initial infection may affect priming responses. As has been previously noted [11], we found variability in the bacterial burden during the initial low dose infection, consistent with some flies more effectively resisting infection than others (Fig 2A). Chronic infections tend to lead to low-level activation of the immune response throughout the animal’s lifetime, causing expression of immune effectors that can loiter into re-infection and may contribute to enhanced survival [12]. It is not yet clear what effect the intensity of a chronic infection would have on priming ability, but it should be considered in the future. It is possible that a more severe chronic infection could either put the animal in a heightened state of “readiness” for a new infection or exhaust its resources.

Our data implies a major role for metabolic reprogramming in mediating a primed immune response against *E*. *faecalis*. Given the high energetic cost of mounting an immune response, it is logical to imagine immune priming as a more efficient re-allocation of metabolic resources to fine tune an immune defense strategy in a short-lived animal (as discussed in [14,41]). Interestingly, evidence of metabolic shifts was not just relegated to the fat body (S3 Fig), which acts as the site of integration for metabolic and hormonal control, but was found to be the case with hemocytes, as well (Fig 4C). Similarly, in mammalian trained immunity where metabolic reprogramming drives epigenetic changes in innate immune cell chromatin [42]. Further characterization of *Drosophila* immune priming could explore the extent of differential metabolite usage when mounting a primed immune response and whether the transcriptional differences observed are encoded through epigenetic reprogramming of histone mark deposition, akin to what is observed in mammalian systems. Our study lays the groundwork for understanding the interplay between a physiological primed immune response and the transcriptional regulatory logic defining it.

## Methods

### Ethics statement

Studies were approved by the Institutional Biosafety Committees of the University of California Irvine and Boston University (protocol numbers 2015–1511 and 21–2522, respectively).

### Fly strains and Husbandry

Experiments, unless otherwise indicated, were performed using 4-day old Oregon-R male flies. *Eater* mutants are described in [22] and were obtained from the Bloomington Stock Center (RRID:BDSC_68388). These flies knocked out the *eater* gene through homologous recombination that replaced 745bp of the TSS, exons 1 and 2, and part of exon 3 with a 7.9 kb cassette carrying a *w*^[+]^ gene. The *imd*^1091^ line, the *w*; *key*^1^, *cn*, *bw*; *gIΚΚγ*^*WT*^ line, *Tab2*^AOII3^ line, and the *Rel*^E20^ line were provided by Neal Silverman. The *imd*^1091^ mutants were generated by creating a 26bp deletion at amino acid 179 that creates a frameshift mutation at the beginning of the death domain in *imd* [16]. *Myd88*^[kra-1]^ flies were provided by Steve Wasserman and Lianne Cohen. This line was created by excising 2257bp of the *Myd88* gene spanning the majority of the first exon and inserting a P-element [35]. Stable lines were balanced against a CyO balancer with homozygous mutant males being selected for injections. *Spätzle* mutants were obtained from the Bloomington Stock Center (*spz*^2^*ca*^1^/TM1, RRID:BDSC_3115). Stable lines were balanced against a TM1 balancer with homozygous mutant males being selected for injections. Flies were housed at 25°C with standard humidity and 12 hr-light/12 hr-dark light cycling.

### Injections

All bacterial infections were done using a strain of *Enterococcus faecalis* originally isolated from wild-caught *Drosophila melanogaster* [19]. Single colony inoculums of *E*. *faecalis* were grown overnight in 2mL BHI shaking at 37°C. 100uL of overnight *E*. *faecalis* inoculum was then added to 2mL fresh BHI and grown shaking at 37°C for 2.5 hours before injections to ensure it would be in the log-phase of growth. Bacteria was then pelleted at 5,000 rcf for 5 minutes, washed with PBS, re-suspended in 200uL PBS, and measured for its OD600 on a Nanodrop. Flies were injected with either PBS, *E*. *faecalis* at OD 0.05 for low dose experiments (~3,000 CFU/fly), or *E*. *faecalis* at OD 0.5 for high dose experiments (~30,000 CFU/fly). Due to the high heat resistance of *E*. *faecalis*, heat-killed inoculums were produced by autoclaving 10mL cultures that were in log-phase growth. Successful heat-killing was determined by streaking 50uL on a BHI plate and checking it had no growth. Adult flies were injected abdominally using one of two high-speed pneumatic microinjectors (Tritech Research Cat. # MINJ-FLY or Narishige IM 300) with a droplet volume of ~50nL for both PBS and bacterial injections. Injections into a drop of oil on a Lovin’s field finder were used to calibrate the droplet volume. Injections were performed in the early afternoons to control for circadian effects on immune response. Flies were not left on the CO_2_ pad for more than 10 minutes at a time. Injected flies were housed in vials containing a maximum of 23 flies at 25°C with standard humidity and 12 hr-light/12 hr-dark light cycling.

### Survival assays

To track survival, flies were observed every 24 hours at the time they were injected. Media was changed every three days with flies being exposed to CO_2_ for no more than two minutes between vial transfers. Survival is plotted as Kaplan-Meier curves using the R ‘survival’ and ‘survminer’ packages. Cox proportional hazards were used to compare survival experiments. Comparisons on survival between two conditions is presented as a hazard ratio (HR) that scores survival rate of a test group against survival in a referent group. A HR is reported with its 95% confidence interval and a Wald test p-value with Benjamini-Hochberg correction for multiple comparisons reporting whether the HR significantly deviates from 1.

### Bead blocked infection

To ablate phagocytosis during the initial low dose infection, flies were first abdominally injected with 50nL Cml latex beads (Thermo Scientific Cat. # C37480), allowed to rest for 4 hours, and then injected with ~3,000 *E*. *faecalis*. Primed survival was then assayed for after injection with ~30,000 CFU of *E*. *faecalis* 7 days after the initial bacterial infection (as was previously described in Pham, et al. 2007).

### Dilution plating

Single flies were suspended in 250uL PBS and homogenized using an electric pestle. The homogenate was then serially diluted five-fold and plated on BHI plates and left to grow in aerobic conditions for two days at 25°C. Using this method there was little to no background growth of the natural fly microbiome. Images were then taken of each plate using an iPhone XR and analyzed using ImageJ with custom Python scripts to calculate colony forming units (CFU) per fly. Plotting was done using the R package ggplot2 [43]. Comparisons between bacterial loads were done using rank-sum tests on log-transformed data.

### Hemocyte isolation

For each biological replicate, 20 flies were placed in a Zymo-Spin P1 column with the filter and silica removed along with a tube’s-worth of Zymo ZR Bashing Beads. Samples were centrifuged at 10,000 rcf at 4°C for one minute directly into a 1.5mL microcentrifuge tube containing 350uL TriZol (Life Technologies) (schematic in S5A Fig). Samples were then snap frozen and stored at -80°C for future RNA extraction.

### Fat body isolation

Each biological replicate consisted of 3 extracted fat bodies. Flies were anesthetized with CO_2_ and pinned with a dissection needle at the thorax, ventral side up, to a dissection pad. The head, wings, and legs were then removed using forceps. Using a dissection needle, the abdomen was carefully opened longitudinally, and the viscera removed using forceps. The remaining abdominal filet with attached fat body cells was then removed from the thorax and transferred to a 1.5mL microcentrifuge tube on ice containing 350uL TriZol. Samples were then snap frozen and stored at -80°C for future RNA extraction. Dissection of fat bodies includes some level of testes and sperm contamination, which was monitored by tracking expression of sperm-related genes in RNA-seq libraries and throwing out any libraries that have relatively high expression of said genes (S7 Fig).

### RNA-seq library preparation

RNA from either fat bodies or hemocytes was extracted using a Zymo Direct-zol RNA Extraction kit and eluted in 20uL water. Libraries were prepared using a modified version of the Illumina Smart-seq 2 protocol as previously described [26]. Libraries were sequenced on an Illumina Next-seq platform using a NextSeq 500/550 504 High Output v2.5 kit to obtain 43bp paired-end libraries.

### Differential gene expression analysis

Sequenced libraries were quality checked using FastQC and aligned to *Drosophila* reference genome dm6 using Bowtie 2 [44]. Counts were generated using the subread function featureCounts. Counts were then loaded into EdgeR [45], libraries were TMM normalized, and genes with CPM < 1 were filtered out. Full code used in downstream analysis can be found at https://github.com/WunderlichLab/ImmunePriming-RNAseq.

### Priming-specific transcription analysis

To identify priming-specific up-regulation, we first identified genes that were significantly up-regulated (log_2_FC>1 & FDR<0.05) in each condition that assayed for immune response 24 hours after infection (i.e. *Efae* Hi Dose-d1, *Efae* Low Dose-d1, Mock-Primed-d8, and *Efae*-Primed-d8) (the effect of modulating significance and log_2_FC cut-offs can be seen in S8 Fig). These gene lists were then compared to each other for overlap. Genes that were only up-regulated in *Efae*-Primed-d8 samples, but in no other condition were labeled as “priming-specific”. Average expression of AMPs and *Bomanins* plotted as a box-and-whisker plot of log_10_(TPM+1) to show variance. Significant differences between conditions were calculated using a Wilcoxon rank sum test using a Bonferroni correction for multiple comparisons.

### Continuous expression analysis

To determine genes that were continuously being expressed throughout initial immune priming into re-infection, we focused on the transcription in samples assayed at *Efae* Low-d1, *Efae* Low-d7, and *Efae*-Primed-d8. We first selected genes that were expressed at the above time points relative to a non-stimulated, age-matched control (log_2_FC >0). We then filtered that shortlist on the following conditions: genes had to significantly up-regulated at *Efae* Low-d1 compared to its age-matched control (log_2_FC>0 & FDR<0.05), genes had to significantly up-regulate at *Efae*-Primed-d8 compared to its age-matched control (log_2_FC>0 & FDR<0.05), and genes had to either stay at similarly expressed levels or increase in expression between *Efae* Low-d7 and *Efae*-Primed-d8 compared to their age-matched controls (log_2_FC≥0).

### Potentiated recall response analysis

We termed genes as being “recalled” if they were initially transcribed during priming (*Efae* Lo-d1 log_2_FC over age-matched control > 0.5), ceased being expressed by the end of priming (*Efae* Lo-d7 log_2_FC over age-matched control ≤ 0), and were then re-expressed upon re-infection (*Efae*-Primed-d8 log_2_FC over age-matched control > 0.5 & FDR < 0.1). Our significance threshold had to be somewhat relaxed for expression after re-infection to detect any recalled gene expression at all. To delineate genes that were truly re-activating transcription in a potentiated manner (i.e., at a higher level upon re-infection as compared to when they were initially expressed during priming), we also filtered on the conditional that log_2_FC over age-matched controls had to be higher in *Efae*-Primed-d8 versus *Efae* Low-d1. Finally, to identify genes that were recalled only in our primed samples, we further filtered on the condition that genes had to have a log_2_FC ≤ 0 over age-matched controls for Mock-primed-d8 samples.

### GO term enrichment

All GO Term Enrichment was done using Metascape’s online tool [46] and plotted using custom ggplot2 scripts.

### Gene set enrichment analysis

Gene set enrichment analysis was run using the GSEA software v. 4.2.3 [27]. *Drosophila*-specific gene matrices for both KEGG and Reactome-based GSEA aliases were taken from [47]. TMM-normalized TPMs were extracted from EdgeR analysis and used as input for two-condition comparisons using GSEA software. Due to the low number of replicates (< 7 replicates per condition), analysis was run using a gene set permutation. Full tabular results are found in S4 and S6 Tables. An enrichment map visualizing the network of enriched gene sets was created using Cytoscape (Node Cutoff = 0.1 FDR; Edge Cutoff = 0.5) and clusters describing the mapping manually curated [48].

## Supporting information

S1 Fig Dynamics of *E*. *faecalis* priming and double-injection survival in OreR flies. A). Survival is similar in flies allowed to prime with a low-dose of *E*. *faecalis* (~3,000 CFU/fly) for varying amounts of time before re-infection with a high dose of *E*. *faecalis* (~30,000 CFU/fly) (n: 1 Day = 38, 2 Days = 22, 4 Days = 54, 6 Days = 63, 7 Days = 78). B). There is a significant difference in survival (log-rank sum test, p<0.0001) in OreR flies injected once with PBS (PBS, n = 149) or twice with PBS with seven days of rest between repeated injections (PBS/PBS, n = 74). Dotted lines indicate median survival time; shaded regions indicate 95% confidence intervals. C). There is a significant difference in survival (log-rank sum test, p = 0.0063) in OreR flies injected once with a high dose of *E*. *faecalis* (*Efae* High, ~30,000 CFU/fly, n = 74) versus primed with a low dose of *E*. *faecalis* for seven days and then re-infected with a high dose of *E*. *faecalis* (*Efae*-Primed, n = 78). Data are the same as Fig 1B and 1C, replotted for comparison.
(TIF) Click here for additional data file.

S2 Fig Additional analysis for fat body RNA-seq. A). Heatmap of log_2_FC over non-injected controls of whole-body, core immune response genes from Troha, et al. 2018. Only a subset of the core genes were ubiquitously expressed across all conditions assayed for in this study. The differences are likey due to distinctions in time point and tissue. B). GO term enrichment from fat body *Efae*-Primed-specific [top] and Mock-Primed-specific [bottom], up-regulated genes. C). Expression in log_10_(TPM+1) of IMD-dominant AMPs. Biological replicates are designated by the shape of individual points. While there is a significant difference in IMD AMP expression in *Efae*-Primed fat bodies compared to their age-matched, non-injected controls (Wilcoxon test; p = 6.3E-05), there is not a significant difference in expression between Mock-Primed and *Efae*-Primed fat bodies (Wilcoxon test; p = 0.37). D). Heatmap of log_2_FC over non-injected controls of IMD-dominant AMPs across collected fat body samples E). Single-injection survival comparison between OreR and *imd*-mutant flies F). Double-injection survival comparison between OreR and *imd*-mutant flies. Data from D & E are the same as in Fig 3G and 3H, replotted for comparison.
(TIF) Click here for additional data file.

S3 Fig GSEA for *Efae*-primed versus Mock-primed fat bodies. This visualization represents relationships between statistically significant terms (FDR < 0.05), manually curated with clusters that summarize the relationships between terms. Full results are found in S4 Table.
(TIF) Click here for additional data file.

S4 Fig Single- and double-injection survival for additional IMD pathway mutants. A). Survival of single-injected Tab2 mutant flies versus PBS control (PBS: n = 143, Efae Low Dose: n = 114, Efae High Dose: n = 67). Dotted line indicates median survival time. Shaded area indicates 95% confidence interval. Low Dose vs PBS: HR = 1.1, p = 0.76; High Dose vs PBS: HR = 3.4, p = 5.6E-08; pairwise comparisons are calculated using a Cox proportional hazard model with hazard ratios and Wald statistic values reported for experimental conditions versus their PBS negative control; significance values are adjusted for multiple testing using a Benjamini-Hochberg method. B). Survival of primed Tab2 mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 63, Mock-Primed: n = 70, Efae-Primed: n = 65). Efae-Primed vs PBS/PBS: HR = 2.0, p = 0.0016; Mock-Primed vs. PBS/PBS: HR = 4.6, p = 1.1E-10. C). Survival of key mutant flies injected with PBS (n = 155), Efae Low Dose (~3,000 CFU/fly, n = 148), and Efae High Dose (~30,000 CFU/fly, n = 69). Low Dose vs PBS: HR = 2.2, p = 7.5E-05; High Dose vs PBS: HR = 5.3, p = 2.0E-16 D). Survival of primed key mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 75, Mock-Primed: n = 60, Efae-Primed: n = 71). Efae-Primed vs PBS/PBS: HR = 2.3, p = 3.6E-05; Mock-Primed vs. PBS/PBS: HR = 7.1, p = 3.5E-14. E). Survival of single-injected Rel mutant flies versus PBS control (PBS: n = 140, Efae Low Dose: n = 63, Efae High Dose: n = 60). Low Dose vs PBS: HR = 0.57, p = 0.0014; High Dose vs PBS: HR = 2.8, p = 7.2E-08. F). Survival of primed Rel mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 55, Mock-Primed: n = 64, Efae-Primed: n = 56). Efae-Primed vs PBS/PBS: HR = 3.7, p = 3.1E-09; Mock-Primed vs. PBS/PBS: HR = 5.7, p = 1.2E-13. Like *imd* mutants, *Rel*, *key*, and *Tab2* mutants lost the ability to fully prime against *E*. *faecalis* infections. The relative severity of the loss does depend on the mutant, possibly due in part to differences in genetic background, with *Relish* mutants showing the weakest priming ability, followed by *key*, and then *Tab2* (which shows only a minor priming defect).
(TIF) Click here for additional data file.

S5 Fig Additional data for hemocyte RNA-seq. A). Schematic diagram of hemocyte RNA extraction. B). Significantly up-regulated genes as corresponding to conditions in Fig 4A (scale: log_2_FC over age-matched controls). C). GO term enrichment from hemocyte *Efae* Hi Dose-specific, up-regulated genes. D). Overlap of up-regulated core genes (4-condition overlap in Venn diagram) between hemocytes and fat bodies. Created with Biorender.
(TIF) Click here for additional data file.

S6 Fig Additional data for continuous expression RNA-seq. A). Survival of single-injected *Myd88* mutant flies versus PBS control (PBS: n = 135, Efae Low Dose: n = 107, *Efae* High Dose: n = 67). Low Dose vs PBS: HR = 4.3 [2.8–6.6]; High Dose vs PBS: HR = 13 [8.8–22]. B). Survival of primed *Myd88* mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 60, Mock-Primed: n = 69, *Efae*-Primed: n = 60). *Efae*-Primed vs PBS/PBS: HR = 0.56 [0.34–0.92]; Mock-Primed vs. PBS/PBS: HR = 1.8 [1.2–2.7]. C). Survival of single-injected *spz* mutant flies versus PBS control (PBS: n = 64, *Efae* Low Dose: n = 65, *Efae* High Dose: n = 74). Low Dose vs PBS: HR = 2.9 [1.9–4.5]; High Dose vs PBS: HR = 6.1 [4.1–9.1]. D). Survival of primed *spz* mutant flies versus double-injected, non-primed controls (PBS/PBS: n = 69, Mock-Primed: n = 81, *Efae*-Primed: n = 50). *Efae*-Primed vs PBS/PBS: HR = 4.0 [2.6–6.1]; Mock-Primed vs. PBS/PBS: HR = 3.4 [2.3–5.1]. E). Single-injection survival comparison between OreR and *Myd88*-mutant flies. F). Double-injection survival comparison between OrR and *Myd88*-mutant flies. Data are the same as in A & B, replotted for comparison.
(TIF) Click here for additional data file.

S7 Fig Quality control of fat body RNA-seq libraries. A). Spearman correlation heatmap of fat body RNA-seq libraries. Values are R^2^ spearman correlation values. B). Expression of sperm motility genes in fat body RNA-seq libraries. Values are log_2_(TPM+1).
(TIF) Click here for additional data file.

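Between fat body libraries, the Spearman correlation of counts ran from 0.680 to 0.994 with a median of 0.846 over 253 pairs. Within groups it ran from 0.860 to 0.887 in No Injection-d0, from 0.785 to 0.881 in No Injection-d7, from 0.903 to 0.923 in *Efae* Low Dose-d1, from 0.782 to 0.922 in *Efae* Low Dose-d7, from 0.859 to 0.882 in *Efae* High Dose-d1, from 0.893 to 0.928 in Mock-Primed-d8 and from 0.878 to 0.919 in *Efae*-Primed-d8. The highest value belongs to *Efae* Low Dose-d1 replicate 3 and *Efae* Low Dose-d7 replicate 2, which are labelled as different conditions, and the second highest pair had 0.946. Of the 2369 genes with at least 1000 counts over both libraries, 93.4% had values within a factor of 1.1 of each other in that pair.

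**Figure D1:**
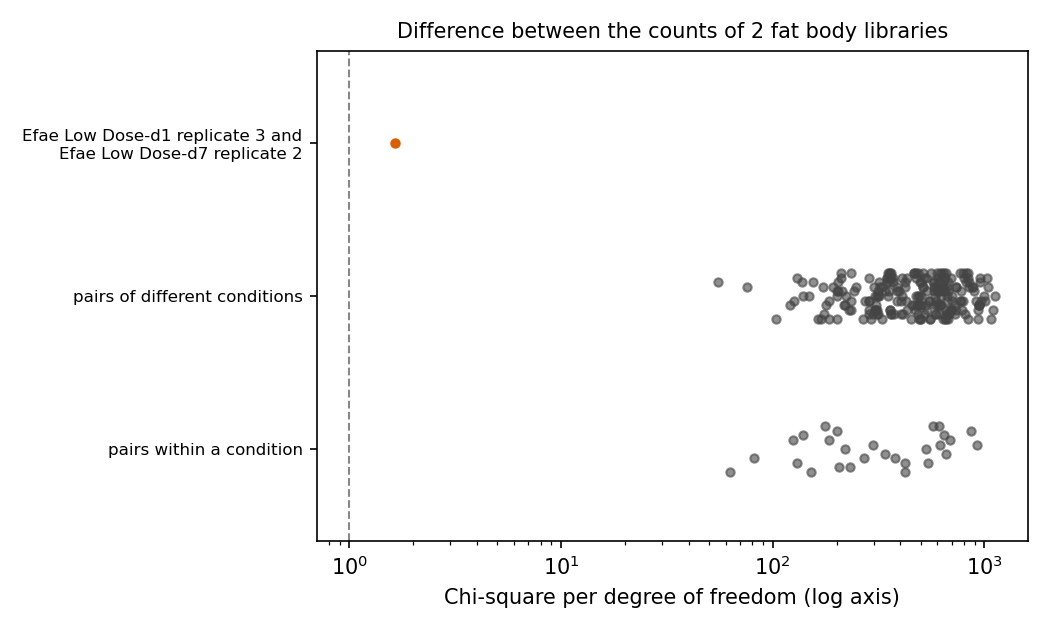
Similarity of all pairs of fat body libraries, given as the chi-square per degree of freedom of their counts. The pair *Efae* Low Dose-d1 replicate 3 and *Efae* Low Dose-d7 replicate 2 has the lowest value.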

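A list of 42 testis and sperm genes, written before its values were read, took between 0.169% and 4.86% of the counts of a fat body library. Mock-Primed-d8 libraries had a mean of 2.63% ± 2.03 (SD, n = 3), with the highest share in Mock-Primed-d8 replicate 3, and *Efae*-Primed-d8 libraries 0.444% ± 0.240. Between *Efae*-Primed-d8 and Mock-Primed-d8, 37 of the list's tested genes were lower and 2 higher, with a median log2FC of -1.59 (limma's fry gave 0.00776). In hemocyte libraries, which the paper does not show, the list took between 0.830% and 11.9% of the counts.

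**Figure D2:**
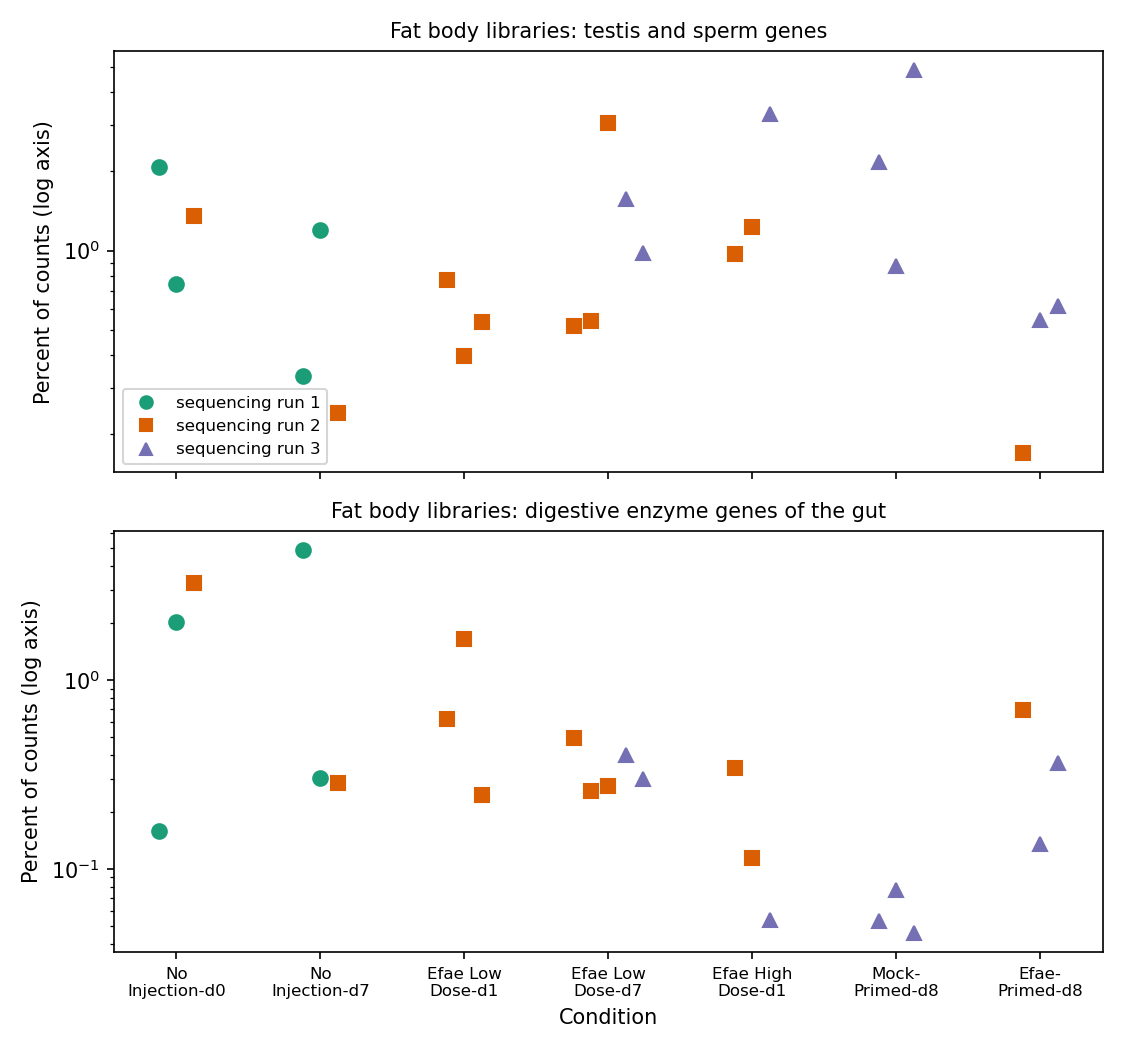
Share of the counts of each fat body library that fell on the testis and sperm list and on the gut list, by group. Each point is 1 library.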

S8 Fig Modulation of significance and fold-change cutoffs in differential analysis. A). Overlap analysis between 24-hour RNA-seq in fat bodies when changing fold-change cut-offs along the y-axis (log_2_FC>0, log_2_FC>1, log_2_FC>2) and significance cutoffs along the x-axis (FDR<0.1, FDR<0.05, FDR<0.01). B). Same analysis as A, with hemocytes.
(TIF) Click here for additional data file.

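With an FDR below 0.1, fat bodies had 428 *Efae*-Primed-specific, 547 Mock-Primed-specific and 63 shared genes at a log2FC above 1, and 253, 386 and 45 at a log2FC above 2. At an FDR below 0.05, requiring a log2FC above 0 or above 1 gave the same counts, and above 2 there were 125, 369 and 30. At an FDR below 0.01, 4 *Efae*-Primed-specific, 63 Mock-Primed-specific and 10 shared genes remained in number at each of the 3 fold-change limits. *Efae* High Dose-specific genes numbered 0 at that limit in edgeR, against 2173 genes at an unadjusted p below 0.05 in *Efae* High Dose-d1 and 400 up-regulated by DESeq2 at 0.05.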

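In hemocytes, an FDR below 0.1 with a log2FC above 1 gave 49 *Efae*-Primed-specific, 5 Mock-Primed-specific, 164 *Efae* High Dose-specific and 11 shared genes. An FDR below 0.01 gave 2, 0, 26 and 7 (edgeR; 56 Mock-Primed-specific genes by DESeq2 at 0.05). No *Efae* Low Dose-specific gene was found at any of the 9 combinations in edgeR, where 640 genes had an unadjusted p below 0.05. At each FDR the *Efae* High Dose-specific genes were the most numerous.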

S1 Table Summary statistics for all survival curves calculated using Kaplan-Meier visualizations and Cox proportional hazard modeling. (XLSX) Click here for additional data file.

S2 Table Sequencing information for fat body and hemocyte RNA-seq. (XLSX) Click here for additional data file.

S3 Table Lists of up-regulated genes specific to each fat body condition assayed in Fig 3, common between all fat body conditions, and specifically down-regulated in *Efae*-Primed-d8 fat bodies. (XLSX) Click here for additional data file.

S4 Table Gene set enrichment analysis for *Efae*-Primed vs Mock-Primed fat bodies. Clustering and terms are shown in S3 Fig. This represents the tabular output directly from the GSEA software v. 4.2.3 (Subramanian 2005).
(XLSX) Click here for additional data file.

S5 Table Lists of up-regulated genes specific to each hemocyte condition assayed in Fig 4, common between all hemocyte conditions, specifically down-regulated in *Efae*-Primed-d8 fat bodies and overlap between common *Efae*-response genes in fat bodies and hemocytes. (XLSX) Click here for additional data file.

S6 Table Gene set enrichment analysis for *Efae*-Primed vs Mock-Primed hemocytes. Clustering and terms are shown in Fig 4C. This represents the tabular output directly from the GSEA software v. 4.2.3 (Subramanian 2005).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

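The re-analysis used 44 RNA-seq libraries, 23 of fat bodies and 21 of hemocytes, each from 1 of 7 groups that differ in injection and day. The authors made Smart-seq 2 libraries, aligned paired-end reads of 43 bp to the dm6 genome with Bowtie 2, and counted fragments on the exons of 17490 genes with featureCounts, with annotation of FlyBase r6.13. The deposited values of each library are these counts, whole numbers without normalization, as the headers of the authors' count tables and the values themselves show. The same tables hold the authors' gene length in bp, the summed exon length, which was used for TPM and for trends over gene length. Strand was ignored and fragments on more than 1 gene were left out, and the text does not say how fragments that align to several places were treated. Coordinates are those of the same tables. Symbols came from the gene name table of the reference for 17288 genes and from the paper's supplement for 5, and 197 genes kept their identifier alone. Conditions and replicate numbers follow the labels of the deposit, also for fat body *Efae*-Primed-d8 replicate 1, for which S2 Table gives day 1, and batches, sequencing runs, reads and alignment rates follow S2 Table.

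Total counts ran from 2918388 to 19795670 in fat bodies and from 7872241 to 17049180 in hemocytes. In fat bodies 12548 genes with at least 1 CPM in at least 3 libraries were tested, and in hemocytes 12137 genes with at least 1 CPM in at least 2 libraries. edgeR 4.0.16 in R 4.3.3 normalized the counts with TMM factors and fitted one quasi-likelihood model per tissue with 1 level per group, so that all groups share an estimate of the spread. *Efae* Low Dose-d1 and *Efae* High Dose-d1 were compared with No Injection-d0, and *Efae* Low Dose-d7, Mock-Primed-d8 and *Efae*-Primed-d8 with No Injection-d7. *Efae*-Primed-d8 was also compared with Mock-Primed-d8 and with *Efae* Low Dose-d7. A gene was up-regulated at log2FC above 1 and FDR below 0.05 (Benjamini-Hochberg). Genes specific to a group and genes shared by all groups come from the lists of *Efae* High Dose-d1, *Efae* Low Dose-d1, Mock-Primed-d8 and *Efae*-Primed-d8. Continuously expressed and recall genes follow the conditions of the methods. Means of log10(TPM + 1) over gene lists were compared between libraries with two-sided exact permutation tests, whose smallest p is 0.1 with 3 libraries against 3 or 2, and over the single values of genes and libraries with the Wilcoxon test, which the paper names without its unit. Gene families were compared with camera (correlation between genes of 0.01) and fry of limma 3.58.1. On counts simulated from the fitted dispersions the procedure called between 15% and 47% of 200 genes changed by 4 or 8 times, and at most 7 unchanged genes. The simulated groups of a tissue shared the dispersion of a gene, so a group that varies more than the others is not represented.

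The genes named in the text follow a rule. It takes every gene that the paper names for an RNA-seq result and every gene of Fig 5B, 5C and 5E. From the *Efae*-Primed-specific and Mock-Primed-specific genes of each tissue, and the *Efae* High Dose-specific genes of hemocytes, it takes the 3 with the largest log2FC among those with every treated library above every control. For *Efae*-Primed-d8 against Mock-Primed-d8 it takes the 3 largest changes in each direction among genes past the threshold whose libraries do not overlap. The paper's figures and tables of genes had been read when the rule was written. The groups, comparisons, thresholds, this rule and most alternatives were set before the data were examined. These alternatives were RLE factors, no filter on low counts, DESeq2 1.42.0, the quasi-likelihood method of edgeR 3, a model of the 2 groups compared alone, terms for the batch, the sequencing run (fat bodies) or the replicate number, removal of each library's trend over gene length, other readings of the conditions for continuous expression, a pseudocount of 0.1, other gene lists, TPM scaled with TMM factors, fry, and each library left out in turn. Added after seeing the data were the likelihood ratio test of edgeR, terms for the levels of gut and testis genes, leaving out ribosomal RNA genes, using the libraries of sequencing run 3 alone, and leaving out a pair of nearly identical fat body libraries.

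RNA of other tissues was followed with 6 lists of marker genes written before the tests, for testis and sperm (42 genes), male accessory gland (52), gut (43), thoracic and body wall muscle (20), hemocytes (19) and fat body (20). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Survival, bacterial load, imaging and genetic experiments, and the enrichment of gene sets over whole databases, were not analysed here.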

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

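The tests on gut RNA were chosen only after the result was seen, while the test for libraries far from the others in their group and the test of the difference between tissues were set earlier.

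The gut list, digestive enzyme genes such as trypsins and *Jonah* proteases, gave a signal in genes that the paper does not discuss. Of its 40 tested genes, 37 were higher and 3 lower in *Efae*-Primed-d8 fat bodies than in Mock-Primed-d8, with a median log2FC of 7.41 (fry 0.00482), and 21 were past the threshold. The median includes genes with few or no counts in Mock-Primed-d8, for which the size of the change is poorly known. The list took between 0.135% and 0.692% of the counts in *Efae*-Primed-d8 and between 0.0457% and 0.0774% in Mock-Primed-d8. The non-injected controls were not low: the list's median log2FC was -5.98 in Mock-Primed-d8 against No Injection-d7, with all 40 genes lower (fry 0.00499), and -0.62 in *Efae*-Primed-d8 (fry 0.980). The list was low in *Efae* High Dose-d1 against No Injection-d0 as well, with a median log2FC of -3.34 and 32 of 40 genes lower (fry 0.0385), and a share down to 0.0535% in a batch P library, so a low level is not particular to Mock-Primed-d8 or its batch. Over the 17 libraries of the other groups, 37.7% of the genes higher in *Efae*-Primed-d8 followed the gut list within groups (correlation above 0.5), against 2.60% of genes that do not differ and 0% of the lower genes. A varying amount of gut tissue in the dissections is therefore a candidate explanation for a part of the higher genes. Of the 149 *Efae*-Primed-specific genes 10.7% followed the list, against 3.85% of the other genes, and 1 belongs to it. Gut RNA may add to a part of them, but the list itself was not higher in *Efae*-Primed-d8 than in No Injection-d7 (median -0.62), which argues against it for the set. An effect of priming on the gut is open and was not tested, and Mock-Primed-d8 comes from 1 batch that no *Efae*-Primed-d8 library shares. In hemocytes, collected by spinning whole flies with beads, 39 of 40 genes were also higher in *Efae*-Primed-d8 than in Mock-Primed-d8, with a median log2FC of 2.56 (fry 0.0168).

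Among hemocyte libraries, No Injection-d0 replicate 4 lay far from the other libraries of its group in the share of reads that were counted on genes, with 79.9% against 86.5% to 87.5%. The alignment rate of S2 Table was 86.0% for this library and 90.3% to 91.8% for the others. Of 41 groups of values tested in this way, 1 stood out, where chance gives 5%. No explanation, technical or biological, was tested for it. Without this library 40 genes were up-regulated in *Efae* High Dose-d1 instead of 114, but leaving out replicate 2 or 3 of the same group gave 42 and 40, so the change is not particular to it.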

How the results depend on the processing

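The likelihood ratio test, the gut and testis terms, the fits without ribosomal RNA genes, with only run 3 libraries and with the near-identical pair left out were chosen only after the results were seen. Counts are given in the order of the text, and the value with all libraries and the settings of the text is in brackets. Where no reason is named, the cause was not tested.

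RLE normalization kept every count listed here within a factor of 1.5. With no filter on low counts, fat bodies had 95 *Efae*-Primed-specific genes [149] and 2 recall genes [4], and hemocytes had 65 genes up-regulated in *Efae* High Dose-d1 [114], 40 *Efae* High Dose-specific [90] and 3 Mock-Primed-specific genes [1].

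With DESeq2, 400 fat body genes were up-regulated in *Efae* High Dose-d1 [61], 189 in *Efae* Low Dose-d1 [74] and 617 in *Efae*-Primed-d8 [384], with 229 *Efae*-Primed-specific genes, 64 core genes [35], 2058 genes different between the primed groups [1316], 43 continuously expressed genes [16] and 2 recall genes. *imd* had a log2FC of -1.31 with an FDR of 0.0312 [0.0691], where the FDR over all its alternatives ran from 0.0312 to 0.664. In hemocytes there were 301 genes up-regulated in *Efae* High Dose-d1, 36 in *Efae* Low Dose-d1 [15], 128 in Mock-Primed-d8 [14] and 177 in *Efae*-Primed-d8 [33], 87 *Efae*-Primed-specific [13], 56 Mock-Primed-specific and 245 *Efae* High Dose-specific genes, 21 core genes [9], 20 genes different between the primed groups [0] and 28 continuously expressed genes [10]. The tissues shared 17 core genes [8].

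The quasi-likelihood method of edgeR 3 gave 33, 41, 397 and 110 fat body genes up-regulated in *Efae* High Dose-d1, *Efae* Low Dose-d1, Mock-Primed-d8 [663] and *Efae*-Primed-d8, 28 *Efae*-Primed-specific, 22 core, 643 different, 5 continuously expressed and 0 recall genes (2 by DESeq2). In hemocytes 70 genes were up-regulated in *Efae* High Dose-d1 and 18 in *Efae*-Primed-d8, with 0 *Efae*-Primed-specific (87 by DESeq2) and 52 *Efae* High Dose-specific genes. Fitting only the 2 groups of each comparison gave 0, 362, 358 and 53 up-regulated fat body genes in the same order, 24 *Efae*-Primed-specific, 0 core, 6 continuously expressed and 0 recall genes. In hemocytes it gave 472 genes in *Efae* High Dose-d1, 0 in Mock-Primed-d8 and 1 in *Efae*-Primed-d8, 0 *Efae*-Primed-specific, 0 Mock-Primed-specific and 459 *Efae* High Dose-specific genes, 0 core, 1 different and 0 continuously expressed genes, and 0 core genes in both tissues. That model estimates the spread from 5 to 8 libraries at a time.

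Batches and sequencing runs are tied to the groups, since run 1 held no treated library and Mock-Primed-d8 filled batch R but for 1 library, so a term for either leaves few libraries to carry a comparison. With the batch term, 6, 7, 2 and 3 fat body genes were up-regulated in the 4 groups, and there were 0 *Efae*-Primed-specific, 2 Mock-Primed-specific [428], 0 core, 87 different, 1 continuously expressed and 0 recall genes. The gene families passed in fat bodies were 3 [2], with autophagy genes added at a median of 1.17 [0.44]. In hemocytes there were 72 genes in *Efae* High Dose-d1, 21 in *Efae*-Primed-d8, 4 *Efae*-Primed-specific and 52 *Efae* High Dose-specific genes, 1 gene family [4], and 0 core genes in both tissues. With the sequencing run term, 22, 26, 7 and 11 fat body genes were up-regulated in the 4 groups, with 1 *Efae*-Primed-specific, 0 Mock-Primed-specific, 6 core, 3 continuously expressed and 0 recall genes and 4 core genes in both tissues, while 1313 genes differed between the primed groups.

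Replicate numbers do not pair the libraries, since the correlation between equal numbers ran from -0.43 to 0.31. With the replicate block there were 149 fat body genes up-regulated in *Efae* High Dose-d1 and 815 in *Efae*-Primed-d8, 278 *Efae*-Primed-specific, 53 core and 10 recall genes. In hemocytes it gave 35 genes in *Efae* High Dose-d1, 6 in *Efae* Low Dose-d1, 7 *Efae*-Primed-specific, 23 *Efae* High Dose-specific, 5 core and 5 continuously expressed genes, and 5 core genes in both tissues. The hemocyte en, Efae-Primed-d8 against No Injection-d7 changed sign under the block, to 0.0467.

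With the length correction, 220 fat body genes were up-regulated in *Efae*-Primed-d8 and 70 were *Efae*-Primed-specific. In hemocytes 66 genes were up-regulated in *Efae* High Dose-d1, 52 in *Efae*-Primed-d8, 25 were *Efae*-Primed-specific, 3 Mock-Primed-specific and 40 *Efae* High Dose-specific. The likelihood ratio test gave 225, 162 and 627 fat body genes up-regulated in *Efae* High Dose-d1, *Efae* Low Dose-d1 and *Efae*-Primed-d8, 243 *Efae*-Primed-specific and 36 continuously expressed genes. In hemocytes it gave 223, 34, 94 and 151 up-regulated genes in the 4 groups, 77 *Efae*-Primed-specific, 35 Mock-Primed-specific and 176 *Efae* High Dose-specific genes, 20 core, 2 different and 26 continuously expressed genes, and 13 core genes in both tissues.

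With the gut and testis terms, 5, 16, 5 and 162 fat body genes were up-regulated in the 4 groups, and there were 0 Mock-Primed-specific, 2 core, 0 different, 1 continuously expressed and 1 recall genes, 0 Mock-Primed-specific and 18 continuously expressed genes in hemocytes, and 2 core genes in both tissues. Beside the 0 different genes, edgeR without the terms gave 3544 genes with an unadjusted p below 0.05 and DESeq2 called 2058. Without ribosomal RNA genes fat bodies had 99 *Efae*-Primed-specific and 7 continuously expressed genes, and *imd* had a log2FC of -1.54 with an FDR of 0.0365. With only run 3 libraries, 255 genes differed between the primed groups. With the near-identical pair left out, 28 fat body genes were up-regulated in *Efae* Low Dose-d1, with 85 *Efae*-Primed-specific, 22 core, 1 continuously expressed and 2 recall genes, and *imd* had a log2FC of -1.54 with an FDR of 0.0448.

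Leaving out the last condition for continuous expression gave 48 genes in fat bodies, and replacing it by an FDR in *Efae* Low Dose-d7 gave 44 in fat bodies and 4 in hemocytes. Under fry 1 gene family passed in fat bodies [2] and 1 in hemocytes. TPM scaled with TMM factors turned the difference in fat body AMPs from -0.102 to 0.0227. The pseudocount of 0.1, all 12 *Boms* and the other lists of AMPs kept the direction of each list.

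Scalings moved the median log2FC of all fat body genes between the primed groups from 0 to -0.30 with the batch term, and to between -0.21 and -0.20 without any single No Injection-d0 library, without No Injection-d7 replicate 2, without ribosomal RNA genes or with the near-identical pair left out. Under these last settings *imd* moved to about -1.54, a change of about the size of the shift of the median gene. Without Mock-Primed-d8 replicate 2 the median moved to 0.12 in fat bodies and to 0.11 in hemocytes.

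Named genes whose log2FC is near 0 changed sign. Under the sequencing run term the value in Mock-Primed-d8 became -0.0805 for fat body jing, Mock-Primed-d8 against No Injection-d7, -0.0943 for fat body Afti, Mock-Primed-d8 against No Injection-d7, -0.57 for fat body cg, Mock-Primed-d8 against No Injection-d7, -0.48 for fat body MED23, Mock-Primed-d8 against No Injection-d7 and -0.89 for fat body kst, Mock-Primed-d8 against No Injection-d7. Under the batch term the last 2 became -0.32 and -1.42. The median of the fat body mitochondrial ribosomal proteins family became 0.38 and that of the hemocyte cytoplasmic ribosomal proteins family -0.0391 under the batch term. For hemocyte CG17196, Efae Low Dose-d7 against No Injection-d7 the value was -0.0753 with RLE, -0.0814 with DESeq2, -0.0205 in the 2 groups alone, -0.72 with the length correction and -0.33 with the gut and testis terms. For hemocyte en, Efae Low Dose-d7 against No Injection-d7 the values were -0.10, -0.12, -0.0300, -0.67 and -0.60, and -0.0046 in the likelihood ratio test. Under the batch term hemocyte CG17196, Efae-Primed-d8 against No Injection-d7 was at 0.0425.

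For hemocyte GILT1, Efae-Primed-d8 against Mock-Primed-d8 the values were -0.0130 with RLE, -0.12 with no filter, -0.0115 with DESeq2, -0.0449 in the 2 groups alone, -0.27 with the batch term, -0.18 with the length correction and -1.13 with the gut and testis terms. For hemocyte GILT3, Efae-Primed-d8 against Mock-Primed-d8 they were -0.0440 with no filter, -0.0031 in the 2 groups alone, -0.32 with the batch term, -0.14 with the length correction and -1.13 with the gut and testis terms, and hemocyte GILT2, Efae-Primed-d8 against Mock-Primed-d8 was at -0.46 with those terms.

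With each library left out in turn, fat body counts ran from 7 to 274 for *Efae* High Dose-d1, 15 to 288 for *Efae* Low Dose-d1, 99 to 1061 for Mock-Primed-d8, 7 to 1497 for *Efae*-Primed-d8, 0 to 584 for *Efae*-Primed-specific, 60 to 576 for Mock-Primed-specific, 6 to 129 for core, 121 to 1832 for different, 0 to 165 for continuously expressed and 0 to 10 for recall genes. Without No Injection-d0 replicate 1 there were 7 and 15 genes at the 2 single doses, 86 *Efae*-Primed-specific, 7 core and 0 continuously expressed genes. Without No Injection-d0 replicate 2 these were 9, 16, 78, 9 and 0, with 238 genes in *Efae*-Primed-d8 and 1 recall gene, and without No Injection-d0 replicate 3 there were 87 *Efae*-Primed-specific and 7 continuously expressed genes. Without No Injection-d7 replicate 1 there were 99 genes in Mock-Primed-d8, with 60 specific to it. *Efae*-Primed-d8 had 47, with 15 specific to it, and there were 19 core, 3 continuously expressed and 0 recall genes. Without No Injection-d7 replicate 2 there were 117 genes in *Efae* High Dose-d1, 7 in *Efae*-Primed-d8, 0 specific to it, 6 core, 0 continuously expressed and 0 recall genes. Without No Injection-d7 replicate 3, where 19.4% of the counts fell on ribosomal RNA, there were 274, 288, 1061 and 1497 genes in the 4 groups, 584 and 207 specific to *Efae*-Primed-d8 and Mock-Primed-d8, 129 core, 165 continuously expressed and 1 recall gene.

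Treated fat body libraries moved counts as well. Without *Efae* Low Dose-d1 replicate 1 there were 40 genes at that dose, 6 continuously expressed and 2 recall genes, and without its replicate 3 there were 21, 17 core, 1 continuously expressed and 2 recall genes. Recall genes numbered 10 without *Efae* Low Dose-d7 replicate 1 and 9 without its replicate 4. Without *Efae* High Dose-d1 replicate 1, 2 or 3 there were 134, 28 and 30 genes at the high dose, with 20 core genes without replicate 2. Without Mock-Primed-d8 replicate 1, 2 or 3 there were 181, 370 and 273 genes in that group and 97, 271 and 144 specific to it, and without replicates 1 and 3 there were 324 and 121 different genes. Without *Efae*-Primed-d8 replicate 1 there were 93 *Efae*-Primed-specific, 321 different and 2 recall genes. Without its replicate 2 there were 38 genes in that group, 7 specific to it, 18 core, 621 different, 2 continuously expressed and 0 recall genes, and without its replicate 3 there were 37, 7, 18, 721, 5 and 1. The number of gene families was 0 without Mock-Primed-d8 replicate 3, 1 without each *Efae*-Primed-d8 library and otherwise 2.

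The log2FC of *imd* ran from -1.57 to -1.09, with an FDR of 0.0432, 0.0443 and 0.0446 without No Injection-d0 replicates 1, 2 and 3 and 0.0336 without No Injection-d7 replicate 2. The difference in fat body AMPs ran from -0.226 to 0.0429, the latter without *Efae*-Primed-d8 replicate 1. That in Imd-responsive AMPs ran from -0.0567 without *Efae*-Primed-d8 replicate 2 to 0.305 without Mock-Primed-d8 replicate 2, and that in fat body *Boms* kept its sign. For fat body Afti, Mock-Primed-d8 against No Injection-d7 the range was -0.31 to 1.22. Family medians in fat bodies ran from -0.27 to 0.0835 for the fat body mitochondrial ribosomal proteins family, -0.10 to 0.16 for the fat body NADH dehydrogenase subunits family and -0.0519 to 0.32 for the fat body peroxins family.

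In hemocytes the counts ran from 39 to 350 for *Efae* High Dose-d1, 10 to 26 for *Efae* Low Dose-d1, 7 to 984 for Mock-Primed-d8, 13 to 878 for *Efae*-Primed-d8, 0 to 184 for *Efae*-Primed-specific, 0 to 293 for Mock-Primed-specific, 23 to 316 for *Efae* High Dose-specific, 5 to 22 for core and 7 to 23 for continuously expressed genes. Where a library leaves Mock-Primed-d8 with 1, that library is assumed to vary like the other groups. *Efae* High Dose-d1 and the genes specific to it had 59 and 42 genes without No Injection-d0 replicate 1, 42 and 24 without replicate 2, 40 and 26 without replicate 3, 40 and 25 without replicate 4, 60 and 39 without *Efae* High Dose-d1 replicate 1, 47 and 27 without its replicate 2, 39 and 23 without its replicate 3, 70 and 47 without *Efae* Low Dose-d7 replicate 2, 63 and 42 without its replicate 3, 65 and 44 without Mock-Primed-d8 replicate 2, 67 and 51 without *Efae*-Primed-d8 replicate 1, 264 and 215 without No Injection-d7 replicate 1 and 350 and 316 without its replicate 3. The specific genes alone moved without *Efae* Low Dose-d7 replicate 1 (59), Mock-Primed-d8 replicate 1 (58) and *Efae*-Primed-d8 replicate 3 (54).

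*Efae*-Primed-specific hemocyte genes numbered 0 without *Efae*-Primed-d8 replicate 1, 3 and 8 without its replicates 2 and 3, 59, 184 and 1 without No Injection-d7 replicates 1, 2 and 3, 5 without No Injection-d0 replicate 2, 6 without *Efae* Low Dose-d1 replicate 3, 5 and 7 without *Efae* High Dose-d1 replicates 1 and 2, and 7 without Mock-Primed-d8 replicate 1. Mock-Primed-specific genes numbered 293 without No Injection-d7 replicate 2, 0 without Mock-Primed-d8 replicate 2 and 2 without No Injection-d0 replicate 2, No Injection-d7 replicate 3, *Efae* Low Dose-d1 replicate 2, Mock-Primed-d8 replicate 1 or *Efae*-Primed-d8 replicate 1. Without No Injection-d7 replicate 1 there were 26, 34 and 108 genes up-regulated in *Efae* Low Dose-d1, Mock-Primed-d8 and *Efae*-Primed-d8, 22 core and 23 continuously expressed genes, and without its replicate 3 there were 23 in *Efae* Low Dose-d1. Without its replicate 2 there were 984 and 878 in the primed groups. Without Mock-Primed-d8 replicate 2 there were 7 in that group and 5 core genes, and without *Efae*-Primed-d8 replicates 1 and 2 there were 13 and 21 in that group. Core genes in both tissues ran from 4 without fat body No Injection-d0 replicate 1 or fat body No Injection-d7 replicate 2 to 17 without hemocyte No Injection-d7 replicate 1, with 5 without hemocyte Mock-Primed-d8 replicate 2. No setting gave recall genes in hemocytes.

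The difference in hemocyte *Boms* ran from -0.0241 without Mock-Primed-d8 replicate 1 to 0.553 without replicate 2, and that in AMPs from -0.189 to 0.218, with -0.129 without *Efae*-Primed-d8 replicate 1. Gene families ran from 0 without Mock-Primed-d8 replicate 1 to 4. Medians ran from -0.10 to 0.23 for the hemocyte proteasome subunits family, -0.21 to 0.27 for the hemocyte COPI and COPII coat proteins family and -0.32 to 0.0812 for the hemocyte DNA replication and cell cycle genes family. Ranges that include both signs were also found for hemocyte CG17196, Efae Low Dose-d7 against No Injection-d7 (-0.54 to 1.67), hemocyte CG17196, Efae-Primed-d8 against No Injection-d7 (-0.89 to 1.32), hemocyte en, Efae Low Dose-d7 against No Injection-d7 (-0.56 to 3.85), hemocyte en, Efae-Primed-d8 against No Injection-d7 (-1.09 to 3.31), hemocyte GILT1, Efae-Primed-d8 against No Injection-d7 (-0.50 to 0.16), hemocyte GILT1, Efae-Primed-d8 against Mock-Primed-d8 (-0.23 to 0.29), hemocyte GILT2, Efae-Primed-d8 against Mock-Primed-d8 (-0.16 to 1.20), hemocyte GILT3, Efae-Primed-d8 against No Injection-d7 (-0.97 to 0.12), hemocyte GILT3, Efae-Primed-d8 against Mock-Primed-d8 (-0.13 to 0.28), hemocyte CG43920, Efae-Primed-d8 against Mock-Primed-d8 (-0.56 to 1.04) and hemocyte edin, Efae-Primed-d8 against Mock-Primed-d8 (-1.13 to 0.86).

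Depth and spread limit what could be called: with the observed dispersion, 17% to 24.5% of simulated changed genes were called in fat bodies and 15% to 47% in hemocytes, and a count of 0 does not exclude changes of 4 times. The fat body genes different between the primed groups, the one count the run term kept, had 39.1% higher genes with all libraries and between 14.5% without Mock-Primed-d8 replicate 1 and 51.2% without *Efae*-Primed-d8 replicate 2 with each library left out, against 72.5% with only run 3 libraries.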

Differences from the paper's values

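The likelihood ratio test was chosen only after the results were seen, and the other settings named here are the alternatives set before the data were examined. A count differs where the 2 values are more than 1.5 times apart. Of the counts in the text that do not differ, the largest are 149 *Efae*-Primed-specific fat body genes in the paper and 149 here, 408 Mock-Primed-specific in the paper and 428 here, and 40 core genes in the paper and 35 here.

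For hemocyte core genes the paper gives 17 and 9 were found here, all among the 17. Of the 8 alternatives set before the data were examined DESeq2 does not differ, with 21, and the other 7 do. Among fits with a library left out only the one without No Injection-d7 replicate 1 does not differ, with 22. The likelihood ratio test, chosen after seeing the values, reaches 20 and drops 0 of the paper's 17.

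For *Efae* High Dose-specific hemocyte genes the paper has 458 and the count here was 90, of which 82 are on the paper's list. Fitting only the 2 groups of each comparison does not differ, with 459 genes of which 314 are on the list, and the other 7 alternatives set before the data were examined do differ. Without No Injection-d7 replicate 3 there were 316. In the supplement the paper lists 9 *Efae* Low Dose-specific and 31 Mock-Primed-specific hemocyte genes, where edgeR gave 0 (640 genes with an unadjusted p below 0.05, and 4 specific genes by DESeq2) and 1 here. None of the 8 alternatives set before the data were examined reaches either value. Without *Efae* Low Dose-d1 replicate 1 there were 6 *Efae* Low Dose-specific genes. The likelihood ratio test, chosen after seeing the values, reaches 35 Mock-Primed-specific genes and drops 19 of the paper's 31. DESeq2 gave 56, of which 14 are on the paper's list.

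For the single doses in fat bodies the paper's supplement lists 30 *Efae* Low Dose-specific and 9 *Efae* High Dose-specific genes, and 17 and 3 were found here. Of the 9 alternatives set before the data were examined, the replicate block (29) and the length correction (30) do not differ for the low dose and the replicate block (7) for the high dose, while the others do. With a library left out, the low dose does not differ without No Injection-d7 replicate 1 or 2 or *Efae* Low Dose-d7 replicate 5 (28, 33 and 34). The high dose does not differ without *Efae* Low Dose-d1 replicate 3 (8), *Efae* High Dose-d1 replicate 1 (13) or Mock-Primed-d8 replicates 2 and 3 (7 each).

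The paper gives 7 recall genes in fat bodies and 4 were found here, none of them among the 7. The replicate block does not differ, with 10 genes, also without any of the 7, and the other 8 alternatives set before the data were examined differ. Fits without *Efae* Low Dose-d7 replicate 1, 3, 4 or 5 or Mock-Primed-d8 replicate 2 or 3 do not differ in number. For continuously expressed genes in hemocytes the paper gives 2 and 10 were found here, and each of the 11 alternatives set before the data were examined and each fit with a library left out differs.

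The Wilcoxon tests here treat each gene in each library as a sample, and the paper does not state the unit of its own. Those of the paper are corrected after Bonferroni and those here are unadjusted. Between the primed groups the paper gives 0.075 for fat body *Boms* and 0.45 for hemocyte AMPs, where 0.177 and 0.916 were found here. For both, each of the 3 alternatives set before the data were examined differs. Without Mock-Primed-d8 replicate 3 the *Boms* gave 0.0976, which does not differ, and for hemocyte AMPs all fits with a library left out except the one without *Efae*-Primed-d8 replicate 2 do not differ. Against No Injection-d7 the paper gives 4.0E-09 for fat body *Boms*, 2.0E-07 for fat body AMPs and 2.5E-07 for hemocyte *Boms*, where 4.0e-07, 1.3e-06 and 4.1e-04 were found here, and no alternative reaches the paper's values.

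The paper shows the genes of Fig 5B as continuously expressed in fat bodies. All 14 rose in *Efae* Low Dose-d1, *Efae* Low Dose-d7 and *Efae*-Primed-d8 here, but each was lower in *Efae*-Primed-d8 than in *Efae* Low Dose-d7, and none qualified. With the last condition left out all 14 qualify, among 48 genes. For the core *Boms* and AMPs as lists, *Efae*-Primed-d8 was below *Efae* Low Dose-d7 in run 2 but above it in run 3. The fall of the 14 genes may therefore depend on the sequencing run, which was not tested for them. In Fig 5C the paper shows *CG17196* and *en* as continuously expressed in hemocytes. Here *CG17196* had a log2FC of -0.33 and *en* of -0.52 in *Efae*-Primed-d8, and *en* reached 3.31 (edgeR FDR = 0.0189) only without No Injection-d7 replicate 3. The genes of Fig 5E are recall genes in the paper, by conditions that exclude an increase in mock-primed flies. All 7 had an FDR below 0.1 in *Efae*-Primed-d8 here, but also a log2FC above 0 in Mock-Primed-d8. With the sequencing run as a term *jing*, *Afti*, *cg*, *MED23* and *kst* were at or below 0 there, with 0 recall genes in all, and without Mock-Primed-d8 replicate 3 *Afti* was called.

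The paper places *Mtkl* among the core genes of hemocytes, and here it missed the threshold in *Efae* Low Dose-d1 (edgeR FDR = 0.266). It places *BaraA1* and *BaraA2* among the core genes of fat bodies, and here they missed it in *Efae* High Dose-d1 (edgeR FDR = 0.0567 and 0.0586). DESeq2 and the likelihood ratio test, the latter chosen after seeing the values, call all 17 core genes of hemocytes, and both call all 40 of fat bodies. The paper reports a priming-specific down-regulation of *imd* in fat bodies. Here *imd* was lower in *Efae*-Primed-d8 than in Mock-Primed-d8 too, with mean TPM of 5.51 and 18.3. The edgeR FDR of that comparison was 0.0691, and under DESeq2 it was 0.0312. Against No Injection-d7 the log2FC was -0.79 (edgeR FDR = 0.263). The paper names the GILT genes as members of gene sets enriched in *Efae*-primed hemocytes and gives no change for each gene. *GILT1*, *GILT2* and *GILT3* had log2FC of 0.02, 0.38 and 0.06 here, which does not test the enrichment of those sets.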

Other observations

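The tests on the run of the controls, on the near-identical pair, on the testis list within the other groups, on gut RNA, on the size of changes with gene length and on *imd* and testis RNA, and the tests of the core genes, were chosen only after the result was seen.

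Fat body *Efae* Low Dose-d1 replicate 3 and *Efae* Low Dose-d7 replicate 2 had nearly identical counts although they are labelled with different days and batches. Their chi-square was 1.64 per degree of freedom over 11468 genes and their Spearman correlation 0.994, while the other 252 fat body pairs had at least 55.4 and pairs within a group at least 63.0. The lowest of the 210 hemocyte pairs had 46.4. Of 2369 genes with at least 1000 counts over both, 93.4% were within a factor of 1.1, against at most 15.1% for replicate 2 with another *Efae* Low Dose-d7 library. The shared sequencing run is not enough, since the other 54 pairs of run 2 had at least 137 with a median of 346. A candidate explanation that these values are consistent with is that both libraries hold reads of one RNA sample, as they would after a mix-up of labels or a second sequencing of one library. Each is at least 138 from every other library, so their counts do not tell which label is right. No biological explanation was tested.

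The 428 Mock-Primed-specific fat body genes had a median log2FC of 2.59. Within *Efae* Low Dose-d7 they were higher in the 2 libraries of run 3 than in the 3 of run 2, with a median difference of 1.01 (all genes -0.18), and 82.9% of them were higher against 42.5% of all genes. Within No Injection-d0 they were higher in run 2 than in run 1 by a median of 0.57 (all genes -0.04), and 76.9% of them were higher, with 0.33 within No Injection-d7. With the run as a term the median log2FC fell to 1.34. All Mock-Primed-d8 libraries come from run 3 and most controls from run 1, so run and treatment cannot be told apart for these genes. The testis list had a median log2FC of 0.94 in Mock-Primed-d8, with 30 of 39 genes higher (fry 0.0569), and 3 of the 428 genes belong to it, which leaves RNA of testis open. Gene length argues less, since 86.4% of the genes kept the call with each library's trend over length removed (median length 2056 bp, 1805 bp for all tested genes). A response to the injection of mock-primed flies stays open as well.

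For the 149 *Efae*-Primed-specific fat body genes (median log2FC 2.33) the difference between run 3 and run 2 within *Efae* Low Dose-d7 was 0.59, with 68.5% of them higher, and that between run 2 and run 1 was 0.41 within No Injection-d0, with 72.5% higher, and 1.19 within No Injection-d7. With the run as a term the median log2FC was 1.30, so the run stays open here too. RNA of testis would raise its genes, but the testis list fell by 0.81 in *Efae*-Primed-d8 (fry 0.359), 11 of 39 genes were higher and 0 of the 149 belong to it. With the trend over gene length removed, 45.6% of the genes kept the call (220 genes up-regulated in all), so length may decide which genes pass the threshold (median length 2848 bp). The median log2FC of the 149 was then 2.17, so the trend is not the source of most of the change. A response to priming is one of the explanations left open.

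The 1316 fat body genes that differ between the primed groups were tested in more ways. Within run 3 the median difference in their direction was 2.59, against 2.74 over all libraries, and 1313 genes passed with a run term, which argues against the run. Without *Efae*-Primed-d8 replicate 1, for which S2 Table gives day 1 instead of day 8, 321 genes differed. The comparison within run 3 leaves out this library too, but the genes were chosen with the library included. The median there therefore does not decide whether the size of the changes rests on this library. Single changes can rest on it: the log2FC of *CG34220* was 1.40 with only run 3 libraries, against 14.80 with all. Which day is right was not tested. With the testis list as a term 0% of the lower genes kept the call, but 0% of the higher genes did as well, so this term removed every call, and medians moved from -3.14 to -1.63 for the lower and from 3.52 to 2.68 for the higher genes. Over the 17 libraries of the other groups, 73.8% of the lower genes outside the list (583 of 790) followed the testis list within groups, against 14.8% of genes that do not differ and 1.17% of the higher genes (74.1% and 15.3% without *Efae* Low Dose-d1 replicate 3). Testis tissue in the Mock-Primed-d8 dissections is therefore a candidate explanation for most of the lower genes, a hypothesis found and tested on the same libraries. With the trend over length removed, 78.8% kept the call, although the lower genes are shorter (1234 bp) than the higher ones (2071 bp). The batch P and batch R libraries of *Efae* Low Dose-d7 differed in the same direction for 55.1% of the genes, by a median of 0.106, but these are single libraries and the batch cannot be told apart from the treatment. An effect of priming is open too.

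The lower *imd* in *Efae*-Primed-d8 missed the threshold in edgeR (FDR = 0.0691, over all alternatives from 0.0312 to 0.664). The run is not its source, since the log2 difference within run 3 was -1.10 (-1.30 over all libraries) and the log2FC with the run as a term -1.42 (standard error 0.463). Testis RNA does not account for it as a whole. Over the 17 libraries of the other groups *imd* did not rise with the testis list within groups, and from that slope the lower list would bring a difference of 0.104 (standard error 0.399). With the testis list as a term the log2FC was -1.50 (standard error 0.551, unadjusted p = 0.0128), although its FDR was 0.356 as that term removed every call. The batch stays open, as it is tied to the groups (log2FC -1.27 and FDR = 0.427 with its term), and so does priming. Whether the decrease belongs to a shift of many genes was not decided, as 2546 genes fell further.

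The 90 *Efae* High Dose-specific hemocyte genes were long, with a median of 4929 bp against 1755 bp for all tested genes. With the trend over gene length removed, 42.2% kept the call (66 genes up-regulated in all), so length may decide which of them pass, but their median log2FC was 2.05 against 2.48 before, so the trend leaves most of the change in place. With the testis list as a term 98.9% kept the call, and that list had a median log2FC of 0.10, with 17 of 40 genes lower (fry 0.502; all other genes -0.12). Dose remains among the explanations.

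Sperm genes were among the most abundant transcripts of hemocyte libraries. *S-Lap3* was the most counted gene in 16 of 21 libraries and took between 0.270% and 9.78% of the counts, with a mean of 59833 CPM, followed by *Mst98Ca* with 7499.9, *Mst98Cb* with 6373 and *loopin-1* with 1894 CPM. Of the 42 listed genes, 32 had counts in every library. If RNA of testis and sperm was carried in by amounts that differ between libraries, its genes would rise and fall together. The median correlation between the 10 most abundant was 0.440 over 45 pairs, with a range from -0.0448 to 0.981. Of 1000 random lists of equally abundant genes, 19.5% had a median as high. A carry-over of similar size in each library would not show in this test. The share of the list was 7.99% ± 0.410 in No Injection-d0 (SD, n = 4). The correlation therefore does not decide the question, and RNA carried in from the whole flies spun with beads stays a possible explanation. The paper monitored such genes in fat bodies. The means of the testis and hemocyte lists had a correlation of -0.452 over libraries.

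The other marker lists changed less between the primed groups. In fat bodies the male accessory gland list had a median log2FC of -0.80 with 15 genes higher and 32 lower (fry 0.536), the thoracic and body wall muscle list 0.52 with 12 and 6 (fry 0.260), the hemocyte list 0.20 with 11 and 6 (fry 0.407) and the fat body list 0.55 with 15 and 2 (fry 0.100). In hemocytes the testis and sperm list had -0.26 with 8 and 32 (fry 0.529), the male accessory gland list 0.90 with 45 and 2 (fry 0.106), the muscle list 0.83 with 13 and 5 (fry 0.294), the hemocyte list -0.38 with 6 and 11 (fry 0.536) and the fat body list 0.67 with 15 and 3 (fry 0.438).

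The 35 fat body and 9 hemocyte core genes are up-regulated in both single doses, compared with No Injection-d0, and in both primed groups, compared with No Injection-d7, and these comparisons share no library. When the genes of the single doses (43 and 15) were permuted 1000 times among genes of similar level and spread, at most 9 and 2 were also among those of the primed groups (229 and 13), with means of 3.03 and 0.113. Controls shared within each pair of lists therefore do not account for the overlap. The run of the controls, mostly run 1 in fat bodies, is not the source of these changes either. With the run as a term the median log2FC of the 35 was between 4.60 and 4.96 in the 4 groups, against 4.12 to 5.37 without it, and with the batch as a term between 4.30 and 5.10. Within No Injection-d0 and No Injection-d7 the genes were higher in run 2 than in run 1 by medians of only 0.51 and 0.70. Fewer passed the FDR, with 6 core genes left by the run term and 0 by the batch term (edgeR, 64 by DESeq2 without the term). An immune response to injection stays among the explanations.

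Other splits of the libraries into groups of the same size were counted. For fat bodies 3 libraries against 3 make 10 splits, so chance cannot be excluded for any count. A count as large as the real one came from 2 of 10 splits for *Efae* High Dose-d1, 1 each (the real one) for *Efae* Low Dose-d1, Mock-Primed-d8, *Efae*-Primed-d8 and the genes different between the primed groups, 3 for *Efae*-Primed-specific genes, 1 for Mock-Primed-specific genes and 3 for the gene families. The largest count of another split was 69 for *Efae* High Dose-d1, 364 for *Efae*-Primed-d8 and for *Efae*-Primed-specific genes, 10 for *Efae* Low Dose-d1 and 0 for Mock-Primed-d8. In hemocytes 4 libraries against 3 make 35 splits, and only the real one reached the counts of *Efae* High Dose-d1, *Efae* Low Dose-d1 and the *Efae* High Dose-specific genes (1 of 35 each). Over these splits the share is below 0.05, but they mix the batches: 12 splits for *Efae* High Dose-d1 and 9 for *Efae* Low Dose-d1 keep the number of libraries per batch, again with only the real one as large. So few splits cannot exclude chance if the batches differ. For *Efae*-Primed-d8 and *Efae*-Primed-specific hemocyte genes it was 1 of 10 splits, which does not exclude it.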
